# Specific Neuroligin3–αNeurexin1 signaling regulates GABAergic synaptic function in mouse hippocampus

**DOI:** 10.7554/eLife.59545

**Published:** 2020-12-23

**Authors:** Motokazu Uchigashima, Kohtarou Konno, Emily Demchak, Amy Cheung, Takuya Watanabe, David G Keener, Manabu Abe, Timmy Le, Kenji Sakimura, Toshikuni Sasaoka, Takeshi Uemura, Yuka Imamura Kawasawa, Masahiko Watanabe, Kensuke Futai

**Keywords:** trans-synaptic adhesion, electrophysiology, hippocampus, inhibitory interneuron, Mouse

## Abstract

Synapse formation and regulation require signaling interactions between pre- and postsynaptic proteins, notably cell adhesion molecules (CAMs). It has been proposed that the functions of neuroligins (Nlgns), postsynaptic CAMs, rely on the formation of trans-synaptic complexes with neurexins (Nrxns), presynaptic CAMs. Nlgn3 is a unique Nlgn isoform that localizes at both excitatory and inhibitory synapses. However, Nlgn3 function mediated via Nrxn interactions is unknown. Here we demonstrate that Nlgn3 localizes at postsynaptic sites apposing vesicular glutamate transporter 3-expressing (VGT3+) inhibitory terminals and regulates VGT3+ inhibitory interneuron-mediated synaptic transmission in mouse organotypic slice cultures. Gene expression analysis of interneurons revealed that the αNrxn1+AS4 splice isoform is highly expressed in VGT3+ interneurons as compared with other interneurons. Most importantly, postsynaptic Nlgn3 requires presynaptic αNrxn1+AS4 expressed in VGT3+ interneurons to regulate inhibitory synaptic transmission. Our results indicate that specific Nlgn–Nrxn signaling generates distinct functional properties at synapses.

## Introduction

In central synapses, cell adhesion molecules (CAMs) are major players in trans-synaptic interactions (de Wit and Ghosh, 2016) that serve a primary role in initiating synapse formation by directing contact between axonal and dendritic membranes. Emerging evidence suggests that trans-synaptic interactions are also important for synapse identity, function, plasticity, and maintenance (Biederer et al., 2017; Campbell and Tyagarajan, 2019; Südhof, 2017). Numerous CAM variants exist due to large gene families and alternative splicing, generating a vast array of possible combinations of pre- and postsynaptic CAMs. Although some specific trans-synaptic interactions of CAMs have been reported to underlie distinct synaptic properties (Chih et al., 2006; Fossati et al., 2019; Futai et al., 2013), elucidating synaptic CAM complexes that dictate synapse identity and function remains a major challenge.

Four neuroligin (Nlgn) genes (*Nlgn1, Nlgn2, Nlgn3,* and *Nlgn4*) encode postsynaptic CAMs (Nlgn1, Nlgn2, Nlgn3, and Nlgn4) that contain extracellular cholinesterase-like domains and transmembrane and PDZ-binding motif-containing intracellular domains. Each Nlgn protein has a distinct pattern of subcellular localization at excitatory, inhibitory, dopaminergic, and cholinergic synapses (Song et al., 1999; Takács et al., 2013; Uchigashima et al., 2016; Varoqueaux et al., 2004). Interestingly, Nlgn3 is the only Nlgn isoform localized at both excitatory and inhibitory synapses (Baudouin et al., 2012; Budreck and Scheiffele, 2007; Uchigashima et al., 2020), regulating their synaptic functions (Etherton et al., 2011; Földy et al., 2013; Horn and Nicoll, 2018; Shipman et al., 2011; Tabuchi et al., 2007). However, the trans-synaptic framework that dictates Nlgn3 function is poorly understood.

Neurexins (Nrxns) are presynaptic CAMs produced from three genes (*Nrxn1*, *Nrxn2*, and *Nrxn3*) that are transcribed from different promoters as longer alpha (*αNrxn1–3*), shorter beta (*βNrxn1–3*), and *Nrxn1*-specific gamma (*γNrxn1*) isoforms (Sterky et al., 2017; Tabuchi and Südhof, 2002), and serve as the sole presynaptic binding partners for Nlgns. Each *Nrxn* gene has six alternative splicing sites, named AS1–AS6, resulting in thousands of potential *Nrxn* splice isoforms (Górecki et al., 1999; Missler et al., 1998; Püschel and Betz, 1995; Schreiner et al., 2014; Treutlein et al., 2014; Ullrich et al., 1995). Unique transcription patterns of *Nrxns* have been observed in hippocampal interneurons, suggesting that Nrxn proteins may determine the properties of GABAergic synapses in an input cell-dependent manner (Fuccillo et al., 2015).

Nrxn–Nlgn interactions depend on Nrxn protein length (long form [α] vs short form [β]), splice insertions at AS4 of Nrxns, and splice insertions of Nlgns. For example, Nlgn1 splice variants that have splice insertions at site B have higher binding affinities for βNrxn1-AS4 (βNrxn1 lacking alternative splice insertion at AS4) than for βNrxn1+AS4 (containing an alternative splice insertion at AS4) (Boucard et al., 2005; Koehnke et al., 2010; Reissner et al., 2008). However, it is largely unknown which Nrxn–Nlgn combination defines specific synapse functionality. We recently found that Nlgn3Δ, which lacks both of the A1 and A2 alternative splice insertions, is the major Nlgn3 splice isoform expressed in hippocampal CA1 pyramidal neurons and regulates both excitatory and inhibitory synaptic transmission (Uchigashima et al., 2020). However, to the best of our knowledge, the synapses at which Nlgn3Δ interacts with presynaptic Nrxn isoform(s) have not been identified.

Interneurons exhibit extraordinary morphological, physiological, and molecular diversity in the cortex and hippocampus (Klausberger and Somogyi, 2008; Markram et al., 2004; Pelkey et al., 2017; Somogyi and Klausberger, 2005). Indeed, there are over 20 classes of inhibitory interneurons in the CA1 area based on molecular markers, action potential (AP) firing patterns, and morphology (Klausberger and Somogyi, 2008; Pelkey et al., 2017). Among them, interneurons expressing parvalbumin (Pv+), somatostatin (Sst+), and cholecystokinin (Cck+) display different morphologies, excitability, and synaptic functions. However, the molecular mechanisms underlying their diversity are unknown.

In the present study, we show that Nlgn3 is selectively enriched at vesicular glutamate transporter 3-expressing (VGT3+) Cck+ inhibitory terminals in the hippocampal CA1 area. Gain-of-function and loss-of-function studies revealed that Nlgn3 regulates VGT3+ interneuron-mediated inhibitory synaptic transmission. Importantly, the effect of Nlgn3 on VGT3+ synapses was hampered by the deletion of all *Nrxn* genes in VGT3+ interneurons and rescued by the selective expression of αNrxn1+AS4 in VGT3+ interneurons. These results suggest that the trans-synaptic interaction between αNrxn1+AS4 and Nlgn3 underlies the input cell-dependent control of VGT3+ GABAergic synapses in the hippocampus.

## Results

### Nlgn3 is enriched at VGT3+ GABAergic synapses in the hippocampal CA1 region

In a recent study, we demonstrated that Nlgn3 localizes at and regulates both inhibitory and excitatory synapses in the hippocampal CA1 area (Uchigashima et al., 2020). However, the distribution of Nlgn3 at different types of inhibitory synapses has not yet been addressed. Therefore, we first examined which GABAergic inhibitory synapses express Nlgn3 in the CA1 area by immunohistochemistry. Cck+, Pv+, and Sst+ interneurons are the primary inhibitory neurons in the hippocampus. Moreover, the cell bodies and dendritic shafts of CA1 pyramidal cells are targeted by Cck+ and Pv+, and Sst+ interneurons, respectively (Pelkey et al., 2017). Our Nlgn3 antibody with specific immunoreactivity was validated in Nlgn3 KO brain (Figure 1—figure supplement 1A and B) and displayed a typical membrane protein distribution pattern in the hippocampus, as we recently reported (Figure 1A; Uchigashima et al., 2020). Inhibitory synapses expressing Nlgn3 were identified by co-localization of Nlgn3 signals with vesicular inhibitory amino acid transporter (VIAAT) signals. Four different inhibitory axons/terminals were visualized by anti-VGT3 and -CB1 (markers for Cck+ interneurons) (Früh et al., 2016), -Pv, and -Sst antibodies. We found that signal intensities for Nlgn3 were considerably high at GABAergic synapses co-labeled with VGT3 or CB1 (Figure 1B,C, and F) and low or at approximately noise levels at those co-labeled with Pv (Figure 1D and F) or Sst (Figure 1E and F) in the CA1 region. Noise levels were obtained from images that lacked true close apposition of signals for Nlgn3 and synaptic markers observed by rotating the Nlgn3 channel 90° (Figure 1F and Figure 1—figure supplement 1G). Moreover, co-localization of Nlgn3 signals with these markers demonstrated similar findings (Figure 1G). Therefore, these data strongly suggest that Nlgn3 is preferentially recruited to Cck+ GABAergic synapses, but not to Pv+ or Sst+ inhibitory synapses.

**Figure 1.**
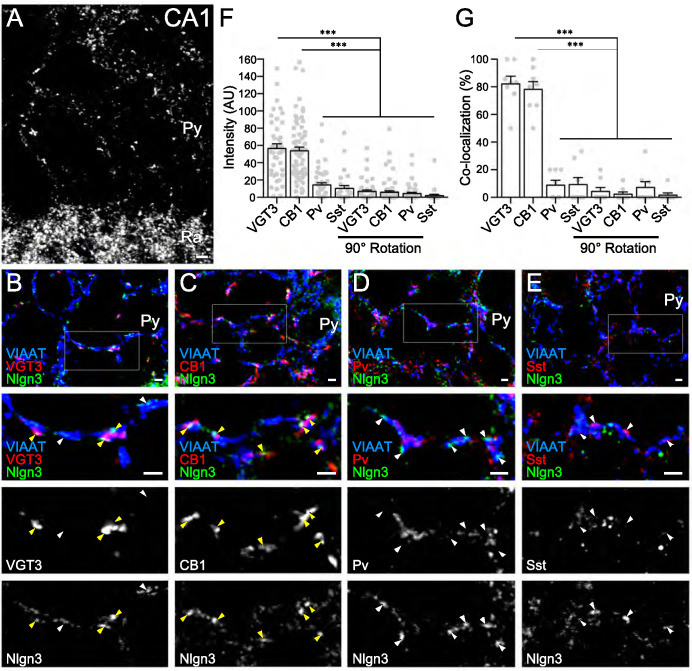
Nlgn3 is predominantly expressed in VGT3+ and CB1+ inhibitory synapses. (**A**) Single immunofluorescence of Nlgn3 in the hippocampal CA1 region shows a basket-like clustering of Nlgn3 immunofluorescent signals around the somata of pyramidal cells. Py, st. pyramidale; Ra, st. radiatum. (**B–E**) Triple immunofluorescence for Nlgn3, VIAAT, and interneuron markers: VGT3 (**B**), CB1 (**C**), Pv (**D**), and Sst (**E**). The boxed area in low magnification images is enlarged in lower panels. Arrowheads indicate Nlgn3 immunofluorescent puncta associated with (yellow) or distant from (white) interneuron markers. (**F and G**) Summary of the relative intensity (**F**) and co-localization frequency (**G**) of Nlgn3 immunofluorescent signals at different inhibitory synapses. Plots are obtained from each synapse for intensities (**F**) or image for co-localizations (**G**). Noise levels for the intensity and co-localization were obtained from images with the Nlgn3 channel rotated 90° (90° rotation). ***p<0.001; n.s. not significant; One-way ANOVA with Sidak’s post hoc test. Bars on each column represent mean ± SEM. Scale bars, 100 μm (**A**) and 2 μm (**B–E**).

**Figure 1—figure supplement 1.**
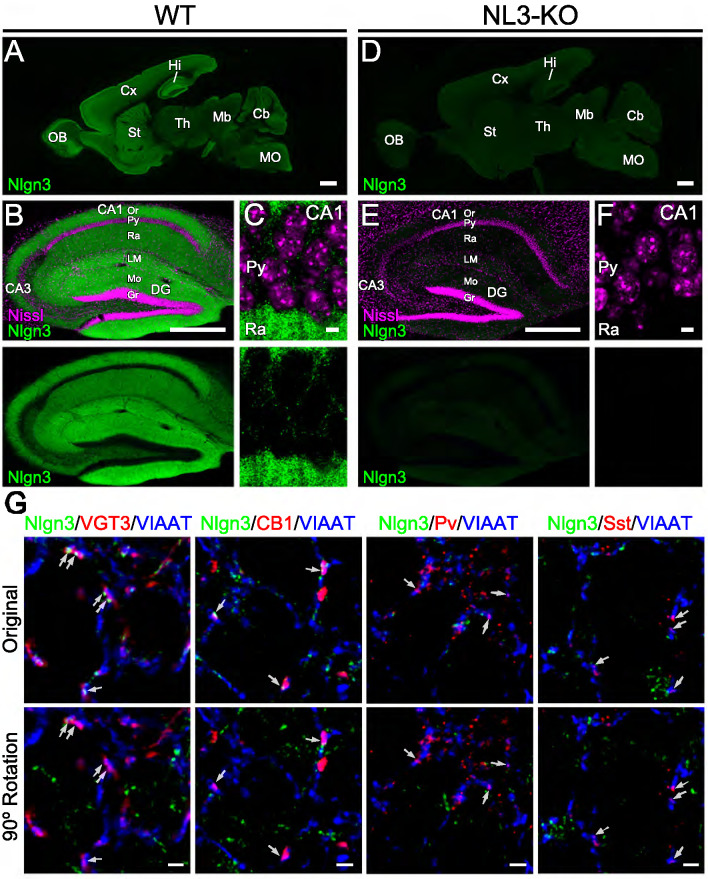
Validation of anti-Nlgn3 antibody. Single immunofluorescent images of Nlgn3 (green) in the whole brain (**A and D**), hippocampal formation (**B and E**), and CA1 region (**C and F**) of P21 wild-type (**A–C**, WT) and Nlgn3 knockout (**D–F**, Nlgn3-KO) mice. Nissl staining is magenta. Higher levels are detected in the cortex (**A**, Cx), striatum (**A**, St), olfactory bulb (**A**), (OB), and hippocampal formation (**A–C**, Hi). In the hippocampus, intense labeling is noted in the st. lacunosum-moleculare (LM) of Ammon's horn and in the molecular layer (Mo) of dentate gyrus (**B**). This staining is not detected in Nlgn3-KO mice (**D–F**). (**G**) The noise levels for intensities and co-localizations of Nlgn3 signals obtained from immunofluorescent images for Nlgn3 (green), VIAAT (blue), and interneuron markers (red) including VGT3, CB1, Pv, and Sst with the Nlgn3 channel rotated 90°. Arrows indicate inhibitory synapses co-labeled with VIAAT and different interneuron markers. CA1–3, CA1–3 regions of the Ammon's horn; Cb, cerebellum; Cx, cerebral cortex; DG, dentate gyrus; Gr, granule cell layer; Hi, hippocampus; Mb, midbrain; MO, medulla oblongata; OB, olfactory bulb; Or, st. oriens; Py, pyramidale; Ra, st. radiatum; St, striatum; Th, thalamus. Scale bars, 1 mm (**A and D**), 500 µm (**B and E**), 5 µm (**C and F**), and 2 µm (**G**).

### Nlgn3 regulates inhibitory synaptic transmission at VGT3+ GABAergic synapses

To determine whether Nlgn3 has specific roles at VGT3+ inhibitory synapses, we assessed the effect of overexpressing Nlgn3Δ, the major Nlgn3 splice isoform expressed in CA1 pyramidal neurons (Uchigashima et al., 2020), on input-specific inhibitory transmission. To distinguish a subset of GABAergic synapses and evoke cell-specific synaptic transmission, we generated three cell type-specific fluorescent lines by crossing VGT3-Cre, Sst-Cre, or Pv-Cre with a TdTomato (RFP) reporter line, producing respectively, VGT3/RFP, Sst/RFP, and Pv/RFP mouse lines. TdTomato-expressing cells in each of the three fluorescent mouse lines were distributed in the CA1 in a layer-dependent manner (Figure 2—figure supplement 1). We evaluated the effect of Nlgn3Δ overexpression (OE) on unitary inhibitory postsynaptic currents (uIPSCs) by triple whole-cell recordings using organotypic slice cultures from each mouse line. Two to three days after transfection of Nlgn3Δ or enhanced green fluorescent protein (EGFP) control by biolistic gene gun, current- and voltage-clamp recordings were conducted from a presynaptic RFP+ interneuron and postsynaptic EGFP or EGFP/Nlgn3Δ-positive and -negative postsynaptic pyramidal neurons, respectively (Figure 2A). RFP interneurons expressing VGT3 in the pyramidal cell layer and stratum (st.) oriens and radiatum, Pv in the st. pyramidale and Sst in the st. oriens, were chosen (Figure 2—figure supplement 1). uIPSCs were evoked by inducing APs in RFP+ neurons. The amplitude and paired-pulse ratio (PPR), monitoring release probability, of uIPSCs and synaptic connectivity were compared between Nlgn3Δ-transfected and -untransfected neurons (Figure 2B–E). Importantly, VGT3+ inhibitory interneurons displayed clear potentiation of uIPSCs onto CA1 pyramidal neurons overexpressing Nlgn3Δ (Figure 2C). Paired APs of VGT3+ neurons with short intervals (50 ms) induced paired-pulse depression (PPD) of uIPSCs. Nlgn3Δ displayed reduced PPD compared with untransfected neurons, consistent with previous work (Futai et al., 2007; Shipman et al., 2011; Uchigashima et al., 2020; Figure 2D). As PPR inversely correlates with presynaptic release probability, these results suggest that Nlgn3Δ OE can facilitate presynaptic GABA release. In contrast, Nlgn3Δ OE reduced uIPSCs in Pv+ inhibitory synaptic transmission, but had no effect on PPR as reported previously (Figure 3A–D; Horn and Nicoll, 2018). Lastly, Nlgn3Δ OE did not alter uIPSCs or PPR mediated by Sst+ interneurons (Figure 3E–H). No effect of biolistic transfection with EGFP alone was found on uIPSC amplitude, PPR, or connection probability at Pv+ and Sst+ inhibitory synapses. The above results strongly suggest that Nlgn3 modifies inhibitory synaptic function depending on the type of presynaptic interneuron with which it interacts. Interestingly, Nlgn3Δ OE did not increase synaptic connectivity (Figure 2E), suggesting that (i) Nlgn3 regulates pre-existing inhibitory inputs on postsynaptic neurons and/or (ii) postsynaptic Nlgn3Δ OE is not sufficient to induce new synapse formation.

**Figure 2.**
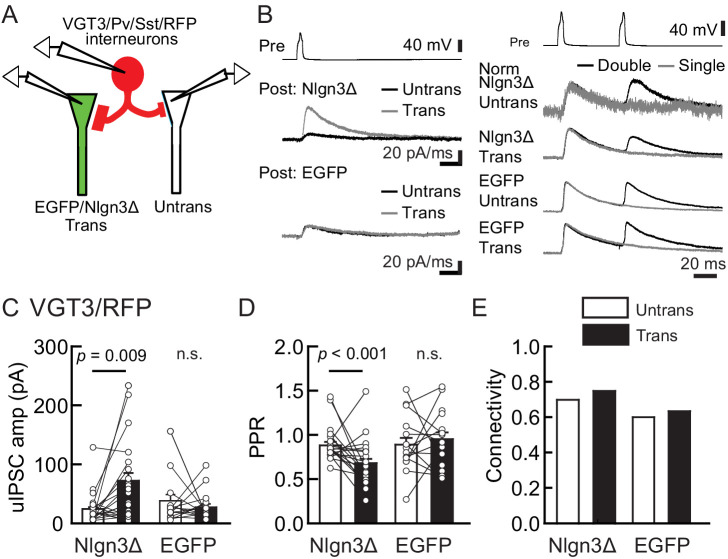
Nlgn3Δ overexpression (OE) specifically potentiates VGT3+ interneuron-mediated unitary synaptic transmission. The effects of OE of Nlgn3Δ isoform or enhanced green fluorescent protein (EGFP, control) in hippocampal CA1 pyramidal neurons on inhibitory inputs mediated by VGT3+ inhibitory interneurons. (**A**) Configuration of the triple whole-cell recording for VGT3+, Pv+, and Sst+ interneurons forming synapses with pyramidal neurons. (**B**) Sample traces of unitary inhibitory postsynaptic currents (uIPSCs). Left top, averaged sample traces of a single presynaptic action potential (AP) evoked in a VGT3+ interneuron. Left middle and bottom, superimposed averaged sample uIPSC traces (Untrans: black; trans: dark gray) induced by an AP. Right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in VGT3+ interneurons. uIPSCs are normalized to the first amplitude. Because the first uIPSC overlaps with the second uIPSC, to accurately measure the amplitude of the second IPSC, we ‘cancelled’ the first uIPSC by subtracting the traces receiving a single pulse (gray) from those receiving a paired pulse (black), both normalized to the first response. The amplitude (**C**) and paired-pulse ratio (PPR) (**D**) of uIPSCs were plotted for each pair of transfected (Trans) and neighboring untransfected (Untrans) cells (open symbols). Bar graphs indicate mean ± SEM. (**E**) Synaptic connectivity between presynaptic inhibitory interneuron and postsynaptic untransfected (open bars) or transfected (black) pyramidal neurons. Numbers of cell pairs: Nlgn3Δ or EGFP at VGT3+ synapses (42 pairs/23 mice and 30/21). The number of tested slice cultures is the same as that of cell pairs. n.s., not significant. Mann–Whitney U-test.

**Figure 2—figure supplement 1.**
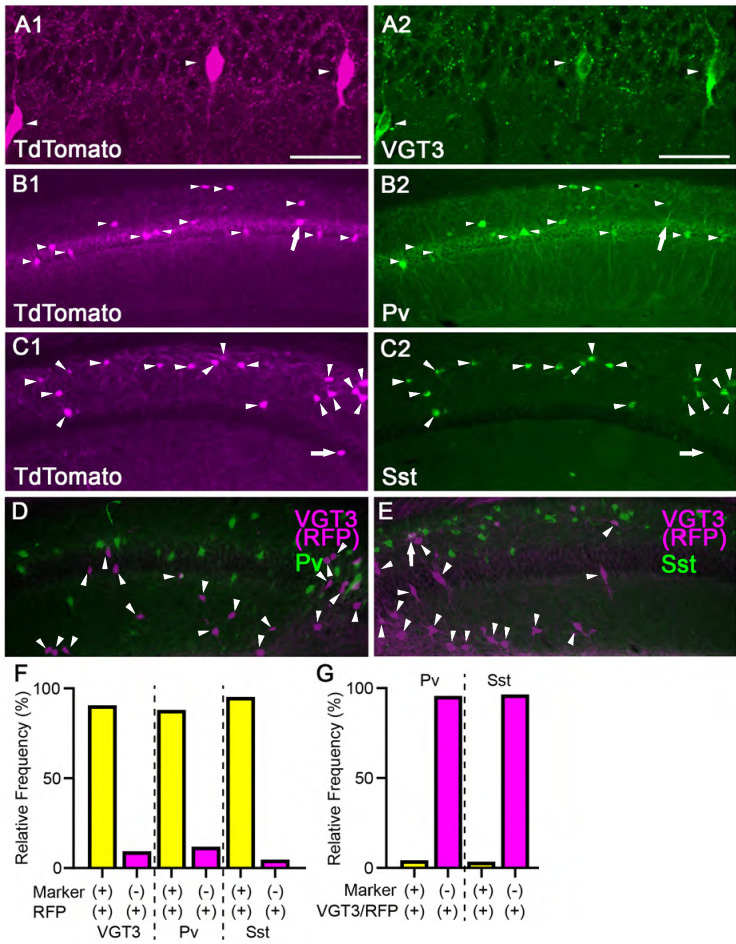
Validation of TdTomato expression in three different cell type-specific fluorescent lines. (**A–C**) Images of double-labeled immunofluorescence staining against TdTomato (red, **A1, B1, and C1**) and cell type-specific markers (green, VGT3: **A2**, Pv: **B2**, Sst: **C2**) in the hippocampal CA1 region of VGT3/RFP (**A**), Pv/RFP (**B**), and Sst/RFP (**C**) mice. (**D and E**) Images of double-labeled immunofluorescence staining against TdTomato (magenta) and cell type-specific markers (green, Pv: **D**, Sst: **E**) in the hippocampal CA1 region of VGT3/RFP mice. (**F**) Relative proportion of hippocampal CA1 inhibitory interneurons as a fraction of neuronal populations positive for cell type-specific markers and TdTomato (+) and TdTomato-positive but marker negative (−) neurons. The TdTomato-positive neurons included for quantification were localized in the specific CA1 subregions where we performed electrophysiological recordings; VGT3/RFP mice: CA1 pyramidale, radiatum, and oriens; Pv/RFP: radiatum; Sst/RFP: oriens. Number of TdTomato-positive neurons: VGT3/RFP: 404 neurons/2 mice; Pv/RFP: 1601/2; Sst/RFP: 1789/2. (**G**) Relative proportion of hippocampal CA1 inhibitory interneurons in VGT3/RFP mice as a fraction of neuronal populations positive for Pv or Sst and TdTomato (+) neurons. Number of TdTomato-positive neurons: Pv/RFP staining: 1966/2; Sst/RFP: 1464/2. Scale bars, 50 µm.

**Figure 3.**
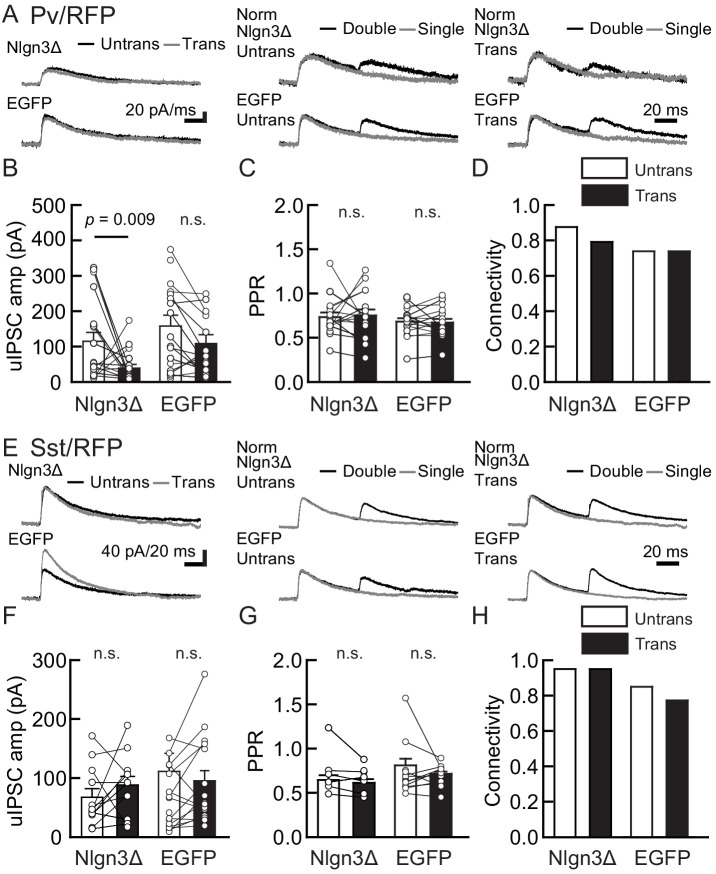
Nlgn3Δ overexpression (OE) does not increase PV+ and Sst+ interneuron-mediated unitary synaptic transmission. The effects of OE of Nlgn3Δ isoform or enhanced green fluorescent protein (EGFP; control) in hippocampal CA1 pyramidal neurons were compared between inhibitory inputs mediated by Pv+ (**A–D**) and Sst+ (**E–H**) inhibitory interneurons. (**A and E**) Sample traces of unitary inhibitory postsynaptic currents (uIPSCs). Left, superimposed averaged sample uIPSC traces (Untrans: black; trans: dark gray) induced by an action potential (AP). Middle and right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in Pv+ and Sst+ interneurons. uIPSCs are normalized to the first amplitude. The amplitude (**B and F**) and paired-pulse ratio (PPR) (**C and G**) of uIPSCs were plotted for each pair of transfected (Trans) and neighboring untransfected (Untrans) cells (open symbols). Bar graphs indicate mean ± SEM. (**D and H**) Synaptic connectivity between presynaptic inhibitory interneuron and postsynaptic untransfected (open bars) or transfected (black) pyramidal neurons. Numbers of cell pairs: Nlgn3Δ or EGFP at Pv+ synapse (33 pairs/19 mice and 27/20) and Sst+ synapses (20/11 and 26/15). The number of tested slice cultures is the same as that of cell pairs. n.s., not significant. Mann–Whitney U-test.

**Figure 3—figure supplement 1.**
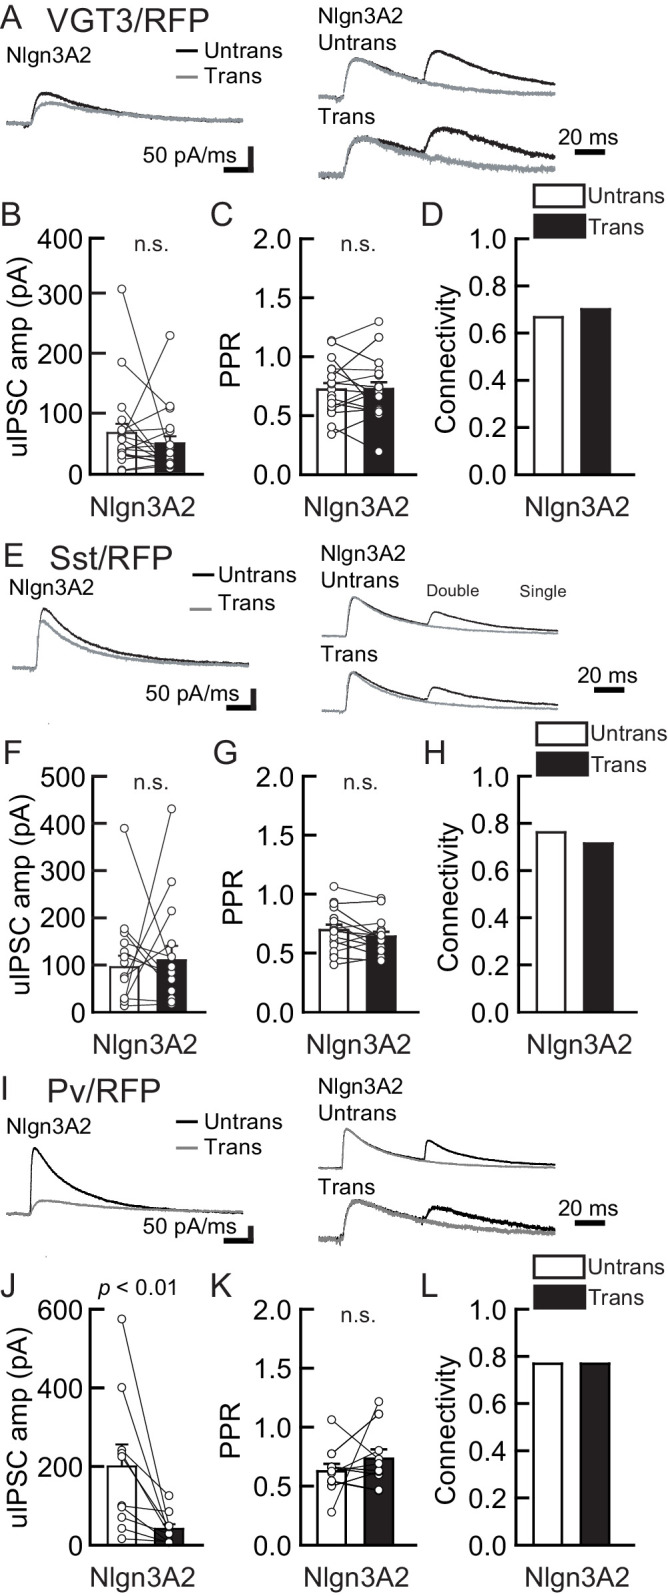
Nlgn3A2 overexpression (OE) does not increase VGT3+, Pv+, and Sst+ interneuron-mediated unitary synaptic transmission. The effects of Nlgn3A2 isoform OE in hippocampal CA1 pyramidal neurons were compared between inhibitory inputs mediated by VGT3+ (**A–D**), Pv+ (**E–H**), and Sst+ (**I–L**) inhibitory interneurons. (**A, E, and I**) Sample traces of unitary inhibitory postsynaptic currents (uIPSCs). Left, superimposed averaged sample uIPSC traces (Untrans: black; trans: dark gray) induced by an action potential (AP). Middle and right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in Pv+ and Sst+ interneurons. uIPSCs are normalized to the first amplitude. The amplitude (**B, F, and J**) and paired-pulse ratio (PPR) (**C, G, and K**) of uIPSCs were plotted for each pair of transfected (Trans) and neighboring untransfected (Untrans) cells (open symbols). Bar graphs indicate mean ± SEM. (**D, H, and L**) Synaptic connectivity between presynaptic inhibitory interneuron and postsynaptic untransfected (open bars) or transfected (black) pyramidal neurons. Numbers of cell pairs: Nlgn3A2 at VGT3+ synapse (30 pairs/7 mice), Pv+ synapse (13/4), and Sst+ synapses (21/5). The number of tested slice cultures is the same as that of cell pairs. n.s., not significant. Mann–Whitney U-test.

Overexpression of postsynaptic Nlgn3A2, a Nlgn3 splice isoform including the A2 cassette, in CA1 pyramidal neurons has been reported to differentially regulate Pv+ and Sst+ inhibitory synapses (Horn and Nicoll, 2018). Horn and Nicoll reported that human Nlgn3A2 OE reduces Pv+ and increases Sst+ inhibitory synaptic transmission, which is inconsistent with our findings in Sst+ synapses (Figure 3F). This suggests that the signaling interaction between the input neuron and different Nlgn3 splice isoforms may generate distinct inhibitory regulatory mechanisms. In addition, we also reported that Nlgn3A2 OE increases evoked inhibitory synaptic transmission in the CA1 region (Uchigashima et al., 2020). Therefore, we tested the effect of mouse Nlgn3A2 OE on inhibitory synaptic transmission at Pv+, Sst+, and VGT3+ synapses (Figure 3—figure supplement 1). To our surprise, mouse Nlgn3A2 did not potentiate VGT3+ and Sst+ inhibitory synapses (Figure 3—figure supplement 1A–H). Nlgn3A2 OE reduced uIPSCs at Pv+ synapses, like Nlgn3Δ (Figure 3I–L). These findings suggest that Nlgn3A2 regulates inhibitory synapses through different interneuron type(s).

### Nlgn3 knockdown reduces VGT3+ inhibitory synaptic transmission in the hippocampal CA1 region

We next tested the impact of acute Nlgn3 knockdown (KD) on inhibitory synaptic transmission. Organotypic slice cultures prepared from C57BL/6J mice were biolistically transfected with shRNA against Nlgn3 (shNlgn3#1), which exhibits over 90% KD efficiency specific to Nlgn3 isoforms (Figure 4—figure supplement 1A), or control shRNA (shCntl). Transfection was performed at days in vitro (DIV) 2 and recordings were performed 7–9 days later to measure inhibitory synaptic transmission mediated by three different synaptic inputs (Figure 4). Compared with untransfected neurons, shNlgn3#1-transfected neurons displayed reduced uIPSC amplitudes mediated by VGT3+ interneurons (Figure 4A–D). In contrast, uIPSC amplitudes were affected in neither Pv+ (Figure 4E–H) nor Sst+ (Figure 4I–L) neurons. Another Nlgn3 KD shRNA, shNlgn3#2, also reduced uIPSC amplitudes at VGT3+ inhibitory synapses (Figure 4—figure supplement 1B–F), ruling out off-target effects of shRNAs. Neurons transfected with shCntl displayed uIPSC amplitudes comparable to untransfected neurons. No significant changes were detected in PPR (Figure 4C,G, and K) and connection probability (Figure 4D,H, and L) between transfected and untransfected neurons. Taken together, these data suggest that Nlgn3 is required for synaptic transmission specifically at VGT3+ GABAergic synapses in an input cell-dependent manner.

**Figure 4.**
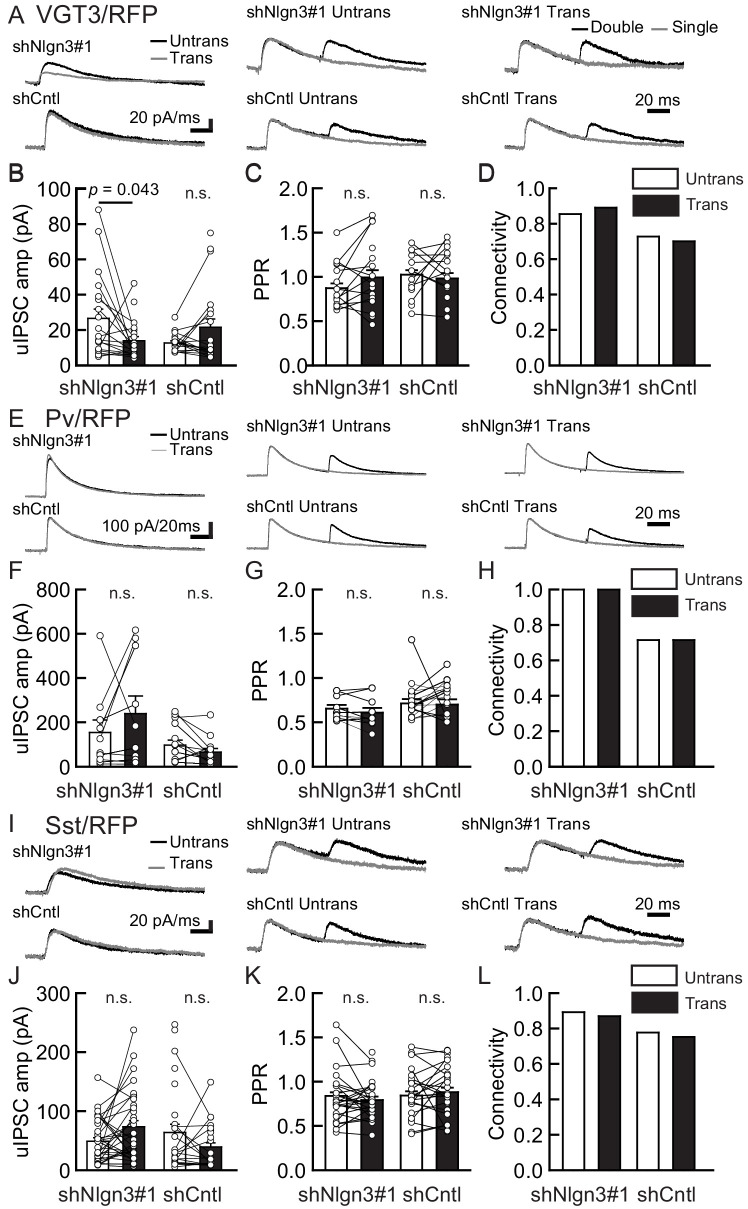
Endogenous Nlgn3 specifically regulates VGT3+, but not Pv+ and Sst+, interneuron-mediated unitary synaptic transmission. The effects of shNlgn3 or shCntl expression in hippocampal CA1 pyramidal neurons were compared between three different inhibitory inputs mediated by VGT3+ (**A–D**), Pv+ (**E–H**), and Sst+ (**I–L**) inhibitory interneurons. (**A, E, and I**) Sample traces of unitary inhibitory postsynaptic currents (uIPSCs). Left, superimposed averaged sample traces of uIPSC (Untrans: black; trans: dark gray) induced by an action potential (AP). Middle and right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in VGT3+ (**A**), Pv+ (**E**), and Sst+ (**I**) interneurons. uIPSCs are normalized to the first amplitude. The amplitude (**B, F, and J**) and paired-pulse ratio (PPR) (**C, G, and K**) of uIPSCs were plotted for each pair of transfected (Trans) and neighboring untransfected (Untrans) cells (open symbols). Bar graphs indicate mean ± SEM. (**D, H, and L**) Synaptic connectivity between presynaptic inhibitory interneuron and postsynaptic untransfected (open bars) or transfected (black) pyramidal neurons. Numbers of cell pairs: shNlgn3 or shCntl at VGT3+ synapses (28 pairs/15 mice and 37/17), at Pv+ synapse (12/4 and 16/5), and Sst+ synapses (26/11 and 21/10). The number of tested slice cultures is the same as that of cell pairs. n.s., not significant. Mann–Whitney U-test.

**Figure 4—figure supplement 1.**
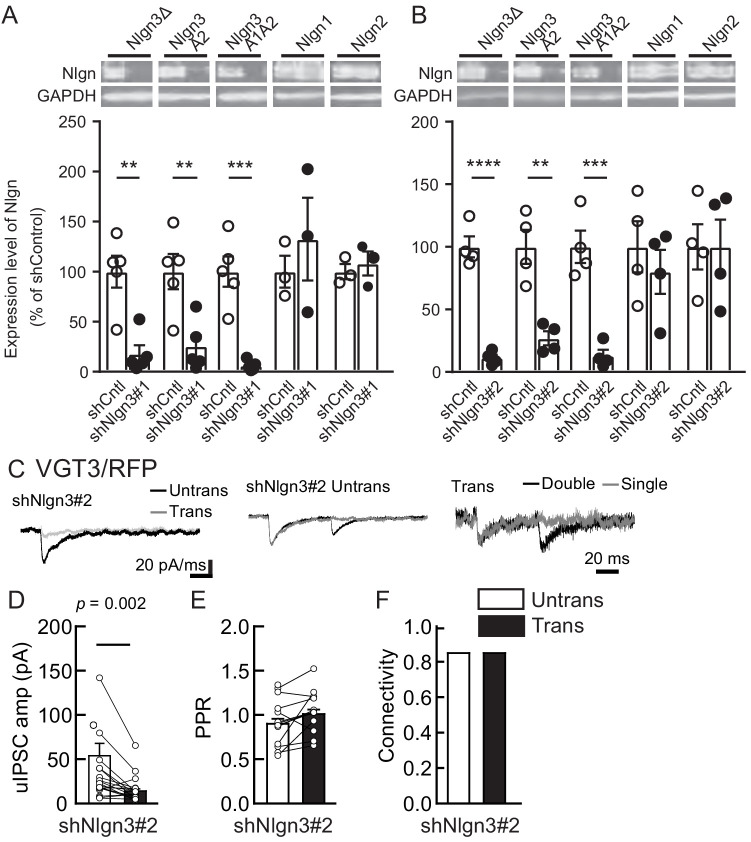
Nlgn3 shRNAs specifically knockdown Nlgn3 protein and regulate VGT3+ inhibitory synaptic transmission. (**A, B**) Specificity of Nlgn3 shRNA constructs, shNlgn3#1 (**A**) and shNlgn3#2 (**B**), confirmed in HEK293T cell lysates overexpressing HA-tagged Nlgn3Δ, Nlgn3A2, Nlgn3A1A2, Nlgn1, and Nlgn2. (Top) Immunoblot images with HA and GAPDH. Membranes were first probed with rabbit HA antibody, stripped, and then re-probed with mouse GAPDH antibody. (Bottom) Summary bar graphs with individual scattered plots of shRNA effects. (**C–F**) Effects of shNlgn3#2 expression in hippocampal CA1 pyramidal neurons were compared between three different inhibitory inputs mediated by VGT3+ inhibitory interneurons. (**C**) Sample traces of uIPSCs measured at −70 mV. Left, superimposed averaged sample traces of uIPSC (Untrans: black; trans: dark gray) induced by an action potential (AP). Middle and right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in VGT3+ interneurons. uIPSCs are normalized to the first amplitude. The amplitude (**D**) and paired-pulse ratio (PPR) (**E**) of uIPSCs were plotted for each pair of transfected (Trans) and neighboring untransfected (Untrans) cells (open symbols). Bar graphs indicate mean ± SEM. (**F**) Synaptic connectivity between presynaptic inhibitory interneuron and postsynaptic untransfected (open bars) or transfected (black) pyramidal neurons. Numbers of cell pairs: shNlgn3 at VGT3+ synapses (18 cell pairs/10 mice). The number of tested slice cultures is the same as that of cell pairs. n.s., not significant. Mann–Whitney U-test.

### Lack of *Nrxn* genes in presynaptic VGT3+ neurons abolishes the effect of postsynaptic Nlgn3Δ OE

Our results suggest that Nlgn3 is preferentially located at VGT3+ inhibitory synapses and regulates inhibitory synaptic transmission. Postsynaptic Nlgns couple with presynaptic Nrxns to form trans-synaptic protein complexes that regulate synapse formation and function (Südhof, 2017). Does input-specific Nlgn3Δ (Figure 2C) require presynaptic Nrxn proteins? To address this question, we generated VGT3 neuron-specific *Nrxn* triple knockout (TKO) with TdTomato reporter gene mouse line (*Nrxn1/2/3*^f/f^/VGT3-Cre/TdTomato: NrxnTKO/VGT3/RFP). This mouse line is fertile with KO of *Nrxn1, 2,* and *3* specifically in TdTomato-positive VGT3+ neurons (Figure 5A). First, we assessed the impact of Nrxn TKO on VGT3+ synaptic transmission. Pre- and postsynaptic dual whole-cell recordings were performed between RFP-positive VGT3+ interneurons in CA1 st. pyramidale and nearby CA1 pyramidal neurons (Figure 5B–E). NrxnTKO/VGT3/RFP mice displayed reduced uIPSC, PPR at 25 ms inter-pulse interval, and connectivity compared with wild-type (WT) VGT3/RFP mice (Figure 5C–E). Intrinsic excitability was comparable between WT and NrxnTKO VGT3+ neurons (Figure 5—figure supplement 1). These results suggest that Nrxns in VGT3+ interneurons regulate synaptic transmission without changing intrinsic membrane properties. Next, we transfected Nlgn3Δ in NrxnTKO/VGT3/RFP slice cultures and performed triple whole-cell recordings as described above using VGT3/RFP slice cultures (Figure 2B–E). VGT3+ interneurons lacking Nrxns induced synaptic release regardless of Nlgn3Δ gene transfection, indicating that presynaptic Nrxns in VGT3+ interneurons are not essential for synaptogenesis. Importantly, we observed no enhancement of uIPSC amplitude in Nlgn3-overexpressed neurons compared with untransfected pyramidal neurons (Figure 5F–I). These results strongly suggest that presynaptic Nrxn proteins are necessary for regulating inhibitory synaptic transmission through postsynaptic Nlgn3.

**Figure 5.**
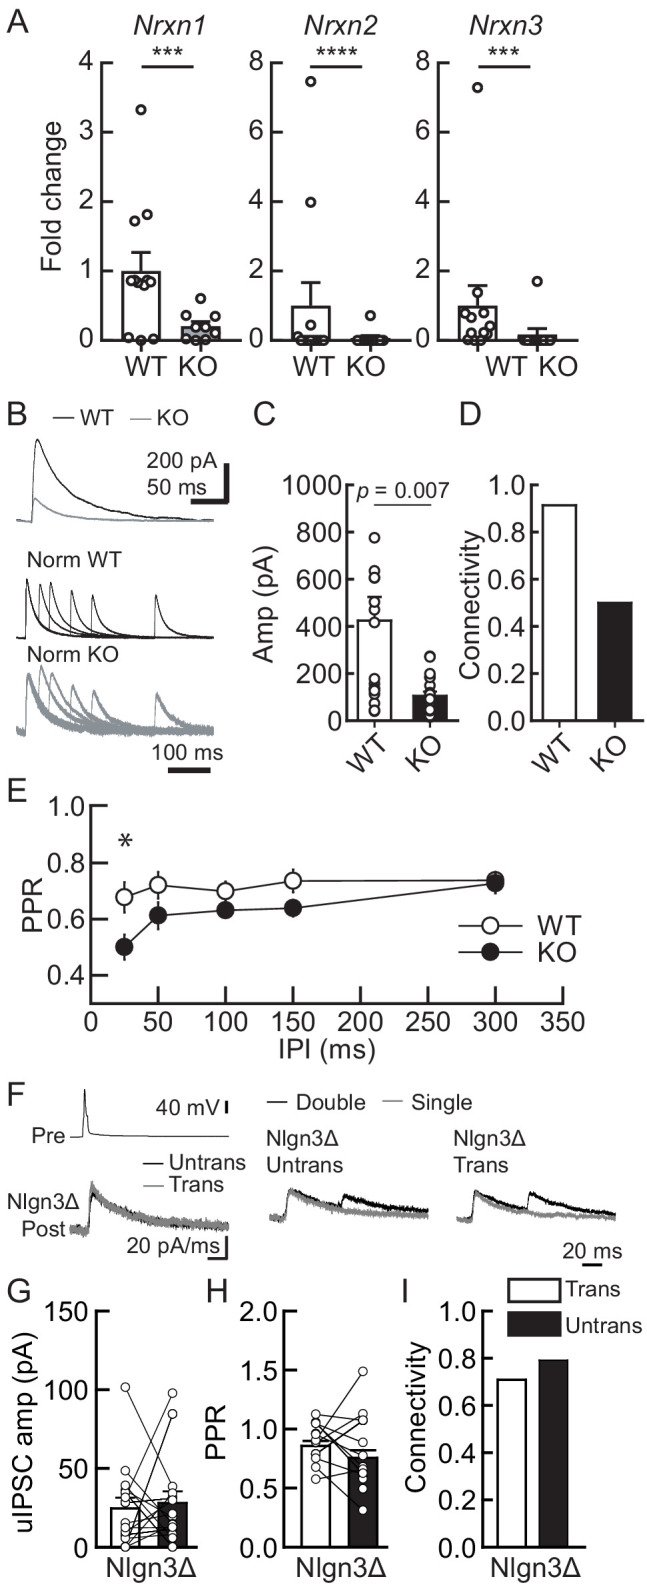
Lack of presynaptic Nrxns reduces inhibitory synaptic transmission and abolishes the potentiation effect of Nlgn3Δ in VGT3+ inhibitory synaptic transmission. Effects of Nlgn3Δ isoform overexpression (OE) in hippocampal CA1 pyramidal neurons in the absence of presynaptic Nrxn input in VGT3+ interneurons. (**A**) Validation of the NrxnTKO/VGT3/RFP mouse line. Expression of *Nrxn* genes were compared in TdTomato-positive VGT3+ neurons in organotypic hippocampal slice cultures prepared from wild-type (WT) (VGT3/RFP) and knockout (KO) (NrxnTKO/VGT3/RFP) mice. qPCRs against *Nrxn 1, 2, 3 *and *Gapdh* (internal control) were performed for single-cell cDNA libraries prepared from TdTomato-positive neurons. Number of neurons: WT (N = 9, three mice) and KO (7, 2). ***p<0.001, ****p<0.0001 (Student’s *t-*test). (**B–E**) Effect of Nrxn triple KO on VGT3+ interneuron-mediated inhibitory synaptic transmission. (**B**) Left top, averaged sample traces of a single presynaptic action potential (AP) evoked in a NrxnTKO VGT3+ interneuron. Left bottom, superimposed averaged sample traces of unitary inhibitory postsynaptic current (uIPSC) (Untrans: black; trans: dark gray) induced by an AP. Right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in NrxnTKO VGT3+ interneurons. Summary of uIPSC amplitude (**C**), paired-pulse ratio (PPR) (**D**), and connectivity (**E**). Number of cell pairs: WT (N = 23, six mice) and KO (35, 7). *p<0.05 (two-way ANOVA with Sidak’s post hoc test). (**F–I**) Effect of Nlgn3Δ OE on NrxnTKO VGT3+ interneuron-mediated inhibitory synaptic transmission. (**F**) Left top, averaged sample traces of a single presynaptic AP evoked in a NrxnTKO VGT3+ interneuron. Left bottom, superimposed averaged sample traces of uIPSC (Untrans: black; trans: dark gray) induced by an AP. Right, superimposed averaged sample traces of uIPSCs evoked by single (dark gray) and double (black) APs in NrxnTKO VGT3+ interneurons. Summary of uIPSC amplitude (**G**), PPR (**H**), and connectivity (**I**). Open circles connected with bars represent individual pairs of cells (**C, D, G, and H**). Bar graphs indicate mean ± SEM. N = 18 cell pairs (three mice). The number of tested slice cultures is the same as that of cell pairs. Mann–Whitney U-test.

**Figure 5—figure supplement 1.**
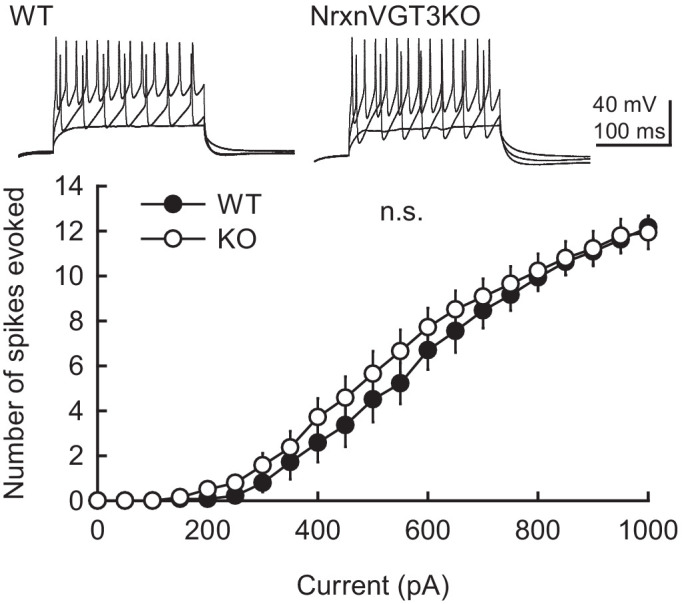
Membrane excitability is not altered in VGT3+ interneurons in NrxnTKO/VGT3/RFP mice. (Top) Sample traces of VGT3+ interneurons in organotypic hippocampal slice cultures prepared from VGT/RFP (wild-type [WT], left) and NrxnTKO/VGT3/RFP (knockout [KO], right) mice. The superimposed traces were elicited by current injections of 200, 500, and 900 pA for 200 ms. (Bottom) Summary graph of the frequency of action potentials in WT and KO VGT3+ interneurons. The input–output relationship (number of spikes elicited vs. amount of current injection over a 200 ms duration) was plotted for WT and KO neurons. Neurons were held at resting membrane potentials. Two-way ANOVA with Sidak’s post hoc test: number of cells tested: untrans, 14 cells from five mice (14/5); trans, (14/5). n.s., not significant. Resting membrane potentials were not significant between WT and KO VGT3+ interneurons: WT, −56.3 ± 0.46; KO, −56.0 ± 0.28 mV (Student’s *t*-test).

### *αNrxn1* and *βNrxn3* mRNAs are highly expressed in VGT3+ interneurons

Our results above clearly suggest that presynaptic Nrxn proteins are important for the function of postsynaptic Nlgn3Δ. We therefore hypothesized that *Nrxn* isoforms highly expressed in VGT3+ interneurons functionally couple with postsynaptic Nlgn3Δ. To address this hypothesis, we examined the mRNA expression patterns of α and β isoforms of *Nrxn1–3* in hippocampal CA1 interneurons by fluorescent in situ hybridization (FISH). The specificities of cRNA probes for 6 *Nrxn* isoforms were validated recently (Uchigashima et al., 2019). mRNAs encoding all *Nrxn* isoforms, except *βNrxn1*, were detected not only in the st. pyramidale but also in scattered cells across all layers (Figure 6—figure supplement 1A–F). Importantly, *αNrxn1* and *βNrxn3* mRNAs appeared to be enriched in scattered cells within the st. radiatum or pyramidale (arrows in Figure 6A–C and G–I), where VGT3+ interneurons are dominantly distributed compared with Pv+ and Sst+ interneurons (Pelkey et al., 2017). Double FISH signals were twice as strong for *αNrxn1* and *βNrxn3* mRNAs in VGT3+ (Figure 6A,G, and J) interneurons than in Pv+ (Figure 6B,H, and J) and Sst+ (Figure 6C,I, and J) interneurons. In contrast, there were no differences in the signal intensities for the remaining *Nrxn* isoforms between VGT3+ and other interneurons (Figure 6D–F and J and Figure 6—figure supplement 1G–P). These findings suggest that *αNrxn1* and *βNrxn3* mRNAs are highly expressed in VGT3+ interneurons compared with Pv+ or Sst+ interneurons.

**Figure 6.**
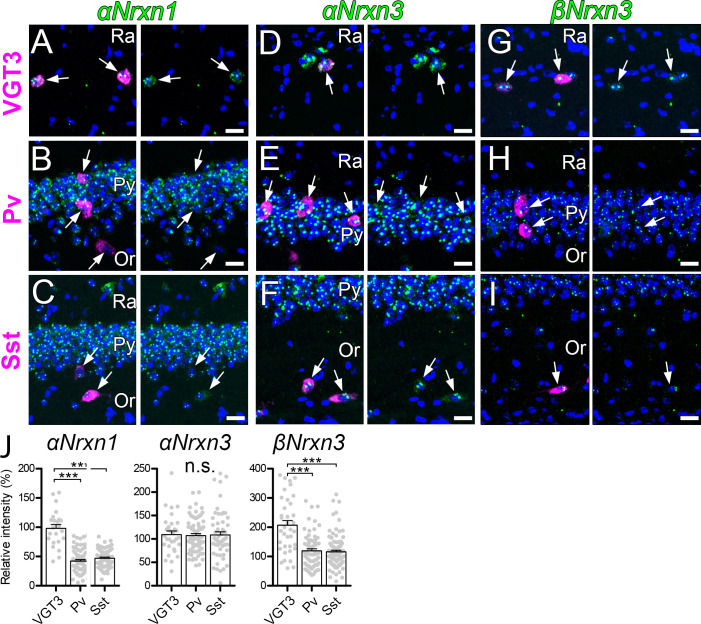
Expression of *Nrxn* isoforms in different types of inhibitory interneurons in the hippocampal CA1 region. Double FISH for *αNrxn1* (**A, B, and C**), *αNrxn3* (**D, E, and F**), and *βNrxn3* (**G, H, and I**) mRNAs in VGT3+ (**A, D, and G**), Pv+ (**B, E, and H**), and Sst+ (**C, F, and I**) in the hippocampus showing different levels of *Nrxn* mRNA (green) expression in different inhibitory interneurons (magenta). Note that the signal intensity in individual GABAergic neurons is variable, compared with that in glutamatergic neurons. Nuclei were stained with DAPI (blue). Or, st. oriens; Py, st. pyramidale; Ra, st. radiatum. (**J**) Summary scatterplots for *αNrxn1*, *αNrxn3,* and *βNrxn3* mRNAs in VGT3+, Pv+, and Sst+ inhibitory interneurons. Data are represented as mean ± SEM. ns, not significant; ***p<0.001 (Mann–Whitney U-test). Scale bars, 20 μm.

**Figure 6—figure supplement 1.**
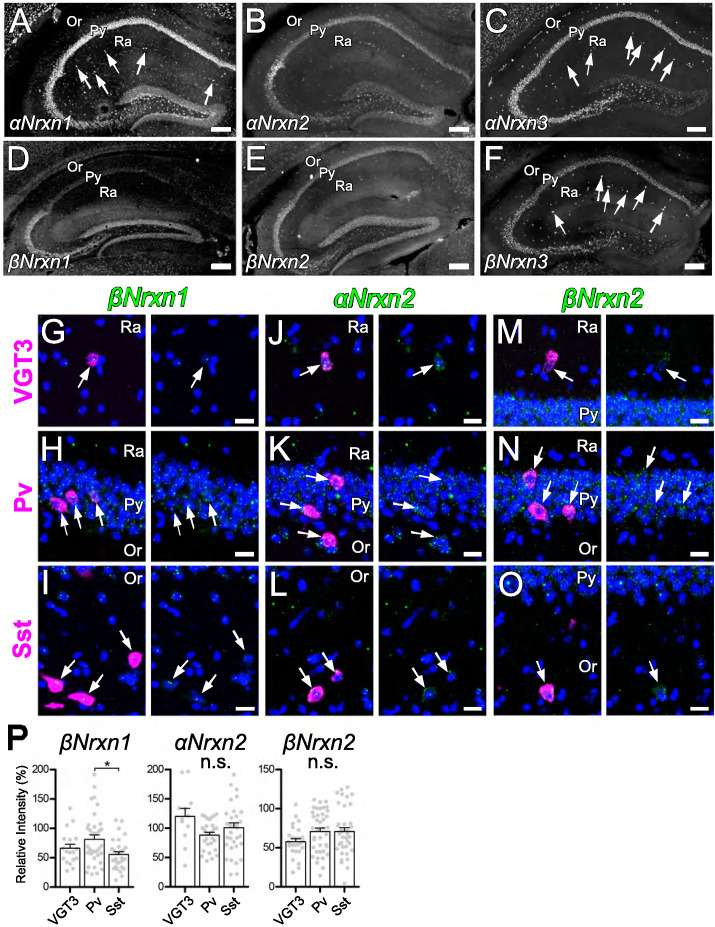
Expression of *Nrxn* isoforms in different types of inhibitory interneurons in the hippocampal CA1 region. (**A–F**) Single FISH for *αNrxn1* (**A**), *αNrxn2* (**B**), *αNrxn3* (**C**), *βNrxn1* (**D**), *βNrxn2* (**E**), and *βNrxn3* (**F**) in the hippocampus. Striking signals for *αNrxn1* (**A**), *αNrxn3* (**C**), and *βNrxn3* (**F**) are noted in sparse cells in the st. radiatum (arrows). (**G–O**) Double FISH for *βNrxn1* (**G, H, and I**), *αNrxn2* (**J, K, and L**), and *βNrxn2* (**M, N, and O**) in VGT3+ (**G, J, and M**), Pv+ (**H, K, and N**), and Sst+ (**I, L, and O**) in the hippocampus showing different levels of *Nrxn* mRNA (green) expression in different inhibitory interneurons (magenta, arrows). Note that the signal intensity in individual GABAergic neurons is variable, compared with that in glutamatergic neurons. Nuclei were stained with DAPI (blue). Or, st. oriens; Py, st. pyramidale; Ra, st. radiatum. Note that none of the Nrxn isoforms displayed unique expression specific to VGT3+ inhibitory interneurons (see Figure 6J). (**P**) Summary scatterplots for *βNrxn1*, *αNrxn2,* and *βNrxn2* mRNAs in VGT3+, Pv+, and Sst+ inhibitory interneurons. Data are represented as mean ± SEM. ns, not significant; *p<0.05. Scale bars, 200 µm (**A–F**) and 20 μm (**G–O**).

### Expression profiles of *Nrxn* splice isoforms in VGT3+, Pv+, and Sst+ interneurons

Single-cell RNA sequencing was performed to elucidate splice variant expression of *Nrxn* isoforms in VGT3+, Pv+, and Sst+ interneurons. 

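Each library came from the cytosol of 1 neuron in the CA1 area of an organotypic hippocampal slice culture, a slice of hippocampus kept alive on a membrane, prepared from mice of 6 to 7 days of age. The neurons were picked by a red fluorescent reporter that marks 1 of 3 types of interneuron: cells expressing the vesicular glutamate transporter VGT3 (encoded by Slc17a8), parvalbumin (Pv) or somatostatin (Sst). There were 5 cells of each type, 15 in all. Each type came from its own mouse line, so type cannot be told apart from line, animal and culture. VGT3+ cells 1 to 3 were prepared in library batch G556, and VGT3+ cells 4 and 5 in batch G709 with all Pv+ and Sst+ cells. The genes behind the labels were found where the labels place them. Slc17a8 was at 106 to 354 TPM in the VGT3+ cells and at most 0.0516 TPM in the other cells. Pvalb was at 3136 to 7383 TPM in the Pv+ cells and at most 55.1 TPM elsewhere, and Sst at 1804 to 4539 TPM in the Sst+ cells and at most 0.458 TPM elsewhere. These genes defined the cells, so their differences check the labels and are not findings. The authors amplified full-length cDNA with a template-switching kit, sequenced it as read pairs, aligned the reads to the mouse genome GRCm38 with HISAT2 2.1.0 and counted them per Ensembl gene with HTSeq. The deposited values are TPM, each gene's share of the reads of a cell after division by gene length, with no further scaling between cells or batches. They list 43629 genes, of which 18113 were above 0 in at least 1 cell and 25516 were at 0 in all 15. The median number of genes above 0 was 9092 in VGT3+ cells (5463 to 9577), 9934 in Pv+ cells (8439 to 11156) and 7849 in Sst+ cells (7226 to 10191). TPM values do not carry the sequencing depth. The number of reads counted on genes was estimated, after the values were seen, from the TPM that 1 read would give a gene of the length annotated in GENCODE. This placed 62.2 to 64.3% of the values above 0 in each cell within 0.01 of a whole number of reads. In units of 1000000 reads (M), the estimated median was 17.0 M in VGT3+ cells (15.8 to 32.2), 15.2 M in Pv+ cells (13.2 to 18.5) and 19.0 M in Sst+ cells (14.1 to 22.4). Reads not assigned to a gene are not in this number, and a counted read can stand for a read pair. The reads carry no molecular identifiers, so a depth in reads is not a number of molecules. Differences between types are differences of mean log2(TPM + 1), for gene lists between 1 type and the mean of the other 2 types, and each list's median was ranked among 10000 random lists of the same size and similar expression. No animal or culture is named for the cells, so each type counted as 1 sample. Errors are SDs over the 5 cells, a spread between cells and not between replicates, and no test between types was made.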

We harvested cytosol from five VGT3/, Pv/, and Sst/RFP neurons through whole-cell glass electrodes and performed single-cell deep RNA-seq. 

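Pv+ cells carried the transcripts of fast-spiking interneurons, which fire long trains of brief action potentials. Pthlh, which encodes parathyroid hormone-like hormone, was at 1454 ± 787 TPM (SD, n = 5 cells) in Pv+ cells and at most 0.253 TPM in any other cell. Kcna1, a voltage-gated potassium channel subunit, was at 165 ± 84.5 TPM in Pv+ cells, 22.4 ± 25.0 TPM in VGT3+ cells (40.4 within batch G709) and 28.9 ± 28.0 TPM in Sst+ cells. Sst+ cells held high levels of Npy and Crhbp transcripts. Npy, which encodes neuropeptide Y, was at 59581 ± 43498 TPM in Sst+ cells, with a range of 8621 to 125111 TPM, which VGT3+ cell 2 overlapped at 9121 TPM (1843 ± 4069 TPM in VGT3+ and 463 ± 1025 TPM in Pv+ cells), and Crhbp, which encodes a secreted binding protein for corticotropin-releasing hormone, was at 1532 ± 711 TPM in Sst+ cells and at most 114 TPM in the other cells. All 9 Pvalb interneuron markers were higher in Pv+ cells than the mean of the other types, with a median log2 difference of 4.30 that lay above all random lists. It was 4.30 within batch G709 as well. Without Pvalb, which defined the cells, all 8 were higher, by a median of 4.03 (above all random lists; 3.85 within batch G709). Among them, Cox6a2, a subunit of cytochrome c oxidase, was at 332 ± 213 TPM in Pv+ cells and 48.7 ± 74.9 TPM in Sst+ cells, and was listed at 0 in the VGT3+ cells. All 7 fast-spiking channel genes were higher in Pv+ cells, by a median of 2.00 (above 99.95% of random lists; 1.42 within batch G709). Kcnc2, a potassium channel subunit of fast repolarization, was at 146 ± 92.7 TPM in Pv+ cells and 122 ± 36.8 TPM in Sst+ cells, a difference within the spread between cells. Ntf3, which encodes neurotrophin-3, was at 8.13 to 272 TPM in Pv+ cells, and Cav3, which encodes caveolin-3, and Pygm, the muscle-type glycogen phosphorylase, were at 154 ± 124 TPM and 82.9 ± 53.5 TPM. These 3 genes were listed at 0 in every VGT3+ and Sst+ cell. Pygm was at 8.02 TPM in Pv+ cell 1, far below the other Pv+ cells. Of the 9 Sst interneuron markers, 8 were higher in Sst+ cells, with a median difference of 3.80 above all random lists (3.89 within batch G709). Without Sst, which defined the cells, 7 of 8 were higher, by a median of 2.44 (above all random lists; 2.62 within batch G709). The exception was Calb1, the gene for the calcium-binding protein calbindin, at 0.570 ± 1.26 TPM in Sst+ cells. Grik1, which encodes a kainate receptor subunit, was at 162 ± 117 TPM in Sst+ cells. Both Pv+ and Sst+ interneurons arise in the medial ganglionic eminence of the embryonic brain. Nxph1, a secreted neurexin ligand on the list for this origin, was at 70.3 ± 21.3 TPM in Pv+ cells, 86.3 ± 69.6 TPM in Sst+ cells and 0.0112 ± 0.0160 TPM in VGT3+ cells. All 6 genes of this list were higher in Sst+ cells, by a median of 1.92 (99.5th percentile of random lists; 1.703 within batch G709). In Pv+ cells 4 of the 6 were higher, by a median of 0.58 (82.5th percentile; 0.91 within batch G709; from 0.23 without Pv+ cell 3 to 1.12 without Pv+ cell 5). GABA synthesis genes differed between the types. Gad1 was at 448 ± 148 TPM in Pv+ cells and 120.5 ± 76.3 TPM in Sst+ cells, whereas Gad2 was at 38.3 ± 20.0 and 268 ± 69.8 TPM. Of the 10 GABAergic neuron genes, 9 were lower in Sst+ cells, by a median of -1.45 (0.03rd percentile; -1.71 within batch G709), and 6 were higher in Pv+ cells, by a median of 0.89 (97.3rd percentile; 0.74 within batch G709; 0.49 without VGT3+ cell 4). Of the 10 oligodendrocyte lineage genes, 8 were higher in Pv+ cells, by a median of 0.85 (98.8th percentile; 0.76 within batch G709; 0.39 without Pv+ cell 2). Microglia transcripts were present too: C1qb, a complement subunit made by microglia, was at 583 ± 484 TPM in Pv+ cells and 334 ± 336 TPM in Sst+ cells. Of 8 astrocyte genes, 5 were highest in Sst+ cells, where Aqp4, the astrocyte water channel, was at 155 ± 288 TPM, with 668 TPM in Sst+ cell 1. Similarity between cells was taken as Pearson's r of log2(TPM + 1) across the 12825 genes with a mean of at least 1 TPM. Genes are not independent replicates, so r describes these cells alone. Its median was 0.704 over the 10 pairs of Pv+ cells (0.640 to 0.742), 0.531 over the 10 pairs of Sst+ cells (0.475 to 0.618) and 0.539 over the 25 pairs of a Pv+ and an Sst+ cell (0.473 to 0.638), all within batch G709. The most similar cell was another Pv+ cell for 5 of 5 Pv+ cells and another Sst+ cell for 4 of 5 Sst+ cells. Sst+ cell 4 was closest to Pv+ cell 4. The adult reference cells did not enter this comparison.

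**Figure D1:**
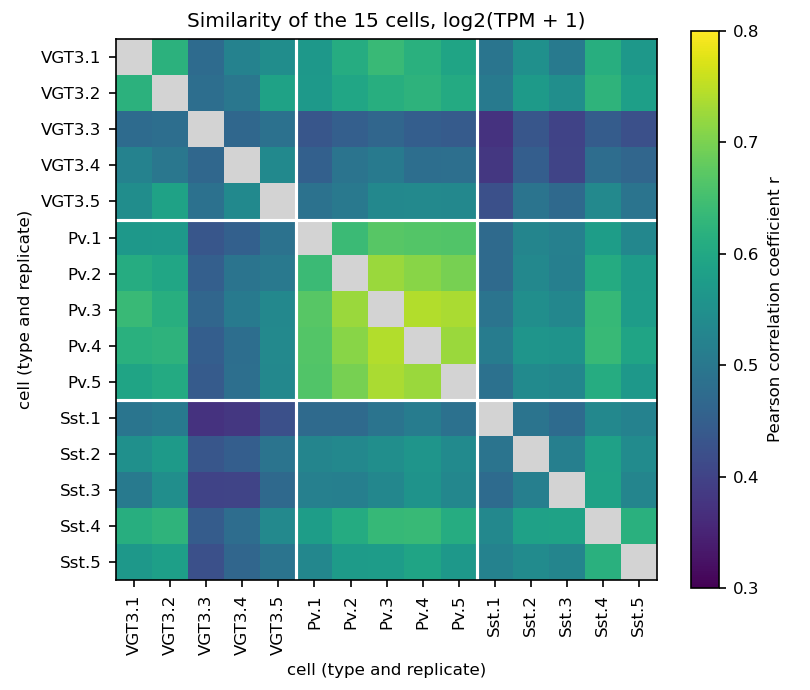
Pearson's r between every pair of the 15 cells across genes, from log2(TPM + 1), with cells on both axes ordered by type and the color giving r. The block of Pv+ cells stands out with r of 0.640 or more, whereas pairs of Sst+ cells reach 0.618 at most.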

The t-SNE plot indicates that the genome-wide transcriptomes of the Pv+ and Sst+ interneurons (five cells each, denoted as MU_Pv.1–5 and MU_Sst.1–5) were clustered together and close to that of adult Pv+ and Sst+ neurons, respectively, derived from the hippocampal single-cell RNA-seq dataset in the Allen Brain Map Cell Types Database (Mouse – Hippocampus dataset; Figure 7A and Figure 7—source data 1). In contrast, the VGT3+ interneurons were more sparsely distributed near the clusters of Sncg+ and Sst+ interneurons. 

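VGT3+ cells carried the transcripts of cannabinoid receptor-bearing Cck interneurons. Cnr1, which encodes the CB1 receptor through which endocannabinoids lower transmitter release, was at 2655 ± 1528 TPM (SD, n = 5 cells) in VGT3+ cells, 75.7 ± 80.9 TPM in Sst+ cells and 0.0864 ± 0.0255 TPM in Pv+ cells. Htr3a, a subunit of the ionotropic serotonin receptor, was at 660.0 ± 499 TPM in VGT3+ cells (1199.8 within batch G709) and at most 0.445 TPM in any other cell. Sln, which encodes sarcolipin, a regulator of the calcium pump of the endoplasmic reticulum, was at 2940.1 ± 2019.9 TPM, and Npy1r, a neuropeptide Y receptor, at 145 ± 126 TPM. All 8 Cck/Sncg interneuron markers were higher in VGT3+ cells than the mean of the other types, by a median log2 difference of 3.70 that lay above all random lists. Of these, 7 were highest in VGT3+ cells, whereas Cck had a higher mean log2 value in Pv+ cells (8.66 against 7.97). With only VGT3+ cells 4 and 5, which share batch G709 with the other types, the median was 2.31. Without Slc17a8, which defined the cells, all 7 were higher, by a median of 3.69 (above all random lists; 1.92 within batch G709). Of the 6 genes of the caudal ganglionic eminence, the embryonic origin of Cck interneurons, 5 were higher in VGT3+ cells, by a median of 3.94 (above all random lists; 2.79 within batch G709). They include Adarb2, an RNA-editing enzyme family member, at 69.2 ± 65.1 TPM (17.5 within batch G709), and Nr2f2, a nuclear receptor, at 46.6 ± 45.6 TPM (20.7 within batch G709). Of the 6 medial ganglionic eminence genes, 5 were lower, by a median of -3.00 (below all random lists; -3.42 within batch G709). All 9 Pvalb markers were lower as well, by a median of -2.90, which was -2.90 within batch G709 too and -2.82 without Pvalb. The Sst markers had a median of -1.06 (0.72nd percentile; -1.25 within batch G709; -1.81 without VGT3+ cell 2) with 8 of 9 lower, and without Sst 7 of 8 were lower (-1.001, 0.920th percentile; -1.09 within batch G709), while the Vip markers (-0.25, 32.2nd percentile; -0.32 within batch G709) and the Lamp5 markers (-0.27, 34.9th percentile; -0.27 within batch G709) lay inside the range of random lists. Of the 10 GABAergic neuron genes, 8 were higher in VGT3+ cells, by a median of 1.34 (99.9th percentile; 1.20 within batch G709). Gad2 was at 487 ± 332 TPM and Gad1 at 429.9 ± 219 TPM. The VGT3+ cells also differed from each other in their listed values, where a value of 0 can also be a transcript lost before sequencing. Cck itself was at 557 to 1263 TPM in VGT3+ cells 1 to 4 and listed at 0 in cell 5, and it was at 466 ± 241 TPM in Pv+ cells. Sncg, which encodes γ-synuclein and names a reference subclass of Cck interneurons, was at 206 TPM in VGT3+ cell 2 and 1823 TPM in cell 3, and at 0 in the other cells. The keratin gene Krt73 was at 43.7, 1946 and 156 TPM in VGT3+ cells 1 to 3, all of batch G556, and at 0 in cells 4 and 5 of batch G709. Tac2, which encodes neurokinin B, was at 6377 TPM in cell 1, 242 TPM in cell 4, 296 TPM in cell 5 and 0 in cells 2 and 3. Calb1 was at 22.4 to 409 TPM in 4 VGT3+ cells and at 0 in cell 3. Vip reached 0.546 TPM in cell 1 and was otherwise at 0, and Lamp5 was at 0 in all 5 cells. The microglia gene C1qb was at 3796, 33.7, 1171 and 5728 TPM in VGT3+ cells 1 to 4 and at 0 in cell 5. The median r across genes between pairs of VGT3+ cells was 0.510 (0.466 to 0.622), with a median of 0.509 over the 4 pairs of 1 batch and 0.510 over the 6 pairs of different batches. Between VGT3+ and Sst+ cells it was 0.492 (0.467 within batch G709), and between VGT3+ and Pv+ cells 0.532 (0.496 within batch G709). VGT3+ cell 1 was most similar to Pv+ cell 3, VGT3+ cell 2 to Sst+ cell 4, and VGT3+ cells 3, 4 and 5 to another VGT3+ cell.

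**Figure D2:**
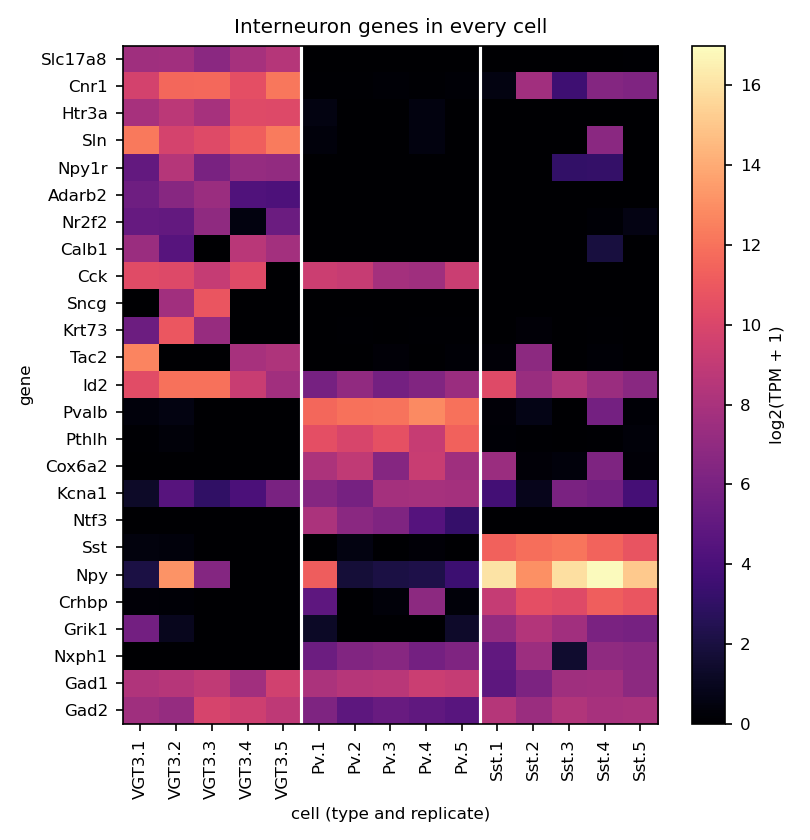
Levels of interneuron genes in each of the 15 cells, as log2(TPM + 1), with genes on the vertical axis, cells on the horizontal axis and the color giving the level. Cnr1 is high in all 5 VGT3+ cells, while Sncg appears in VGT3+ cells 2 and 3 alone.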

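Neurexins are presynaptic adhesion molecules that bind neuroligins and other partners across the synapse, and Nrxn2 and Nrxn3 are among the genes that encode them. Transcripts of Nrxn3 were found in all 15 interneurons, and transcripts of Nrxn2 in 13. Nrxn3 lay above Nrxn2 in each of the 15 cells. On the log2(TPM + 1) scale, the median over the 15 cells was 6.86 for Nrxn3 (5.07 to 8.40) and 1.71 for Nrxn2 (0 to 4.18). By type, the medians of Nrxn3 were 7.71 in VGT3+, 6.65 in Pv+ and 6.54 in Sst+ cells, and those of Nrxn2 were 1.99, 1.47 and 2.00. Of the 100 cells in the paper's table of batch-corrected log2 CPM, only the first 49 were analysed here, all of them hippocampal GABAergic neurons of the adult reference. In these the paper's values have a median of 8.95 for Nrxn3 and 3.32 for Nrxn2, and Nrxn3 lies above Nrxn2 in 48 of the 49 reference cells. CPM is not divided by gene length, so neither these levels nor the order of Nrxn3 and Nrxn2 is on the scale of TPM.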

The expression of *Nrxn* genes in these cells was similar to that of GABAergic neurons (Figure 7—figure supplement 1 and Figure 7—source data 2). The quantification of *Nrxn* genes indicates that the expression of Nrxn3 is dominant in these three types of interneurons (Figure 7B and Figure 7—figure supplement 1). 

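In TPM, VGT3+ cells held the most Nrxn3: 213 ± 83.2 TPM (SD, n = 5 cells), against 97.9 ± 28.9 TPM in Pv+ cells and 120.3 ± 82.2 TPM in Sst+ cells. Nrxn2 was far lower in each type, at 2.25 ± 2.09, 1.66 ± 1.27 and 5.85 ± 6.49 TPM in the same order. Sst+ cell 1 held 17.2 TPM of Nrxn2, far above the other Sst+ cells. Without it the Sst+ means were 3.02 TPM for Nrxn2 and 129.5 TPM for Nrxn3. In batch G709 alone, the VGT3+ means over 2 cells were 1.86 TPM for Nrxn2 and 178 TPM for Nrxn3. The log2 ratio of VGT3+ over Pv+ means was 1.11 for Nrxn3 (0.85 within batch G709). The difference of 115 TPM exceeded the SD of either type, whereas the 80.0 TPM within batch G709 lay below the SD of the VGT3+ cells. VGT3+ cells had more Nrxn3 than Pv+ cells in 24 of 25 pairs of cells. Against Sst+ cells the log2 ratio was 0.82 for Nrxn3 (0.56 within batch G709, 1.26 without Sst+ cell 3, higher in 20 of 25 pairs). The difference of 92.6 TPM to Sst+ cells exceeded the SD of either type, whereas the 57.6 TPM within batch G709 lay below both SDs. The log2 ratio of Nrxn2 was 0.29 over Pv+ cells (0.10 within batch G709, higher in 15 of 25 pairs, from 0.005 without VGT3+ cell 2 to 0.54 without Pv+ cell 3). Over Sst+ cells it was -1.08 (-1.26 within batch G709, higher in 8 of 25 pairs, -0.31 without Sst+ cell 1), a difference within the SD of the Sst+ cells. Over the 1709 genes above 0 in all 15 cells, the median log2 difference was 0.39 between VGT3+ and Pv+ cells and 0.05 between VGT3+ and Sst+ cells, so the ratios over Pv+ cells stand against a general shift of 0.39. With each cell divided by a size factor that removes this shift, the log2 ratio of Nrxn3 was 0.69 over Pv+ and 0.77 over Sst+ cells. Gapdh, the internal control of the paper's qPCR, was at 239 ± 85.2 TPM in VGT3+, 41.3 ± 15.6 TPM in Pv+ and 145 ± 48.3 TPM in Sst+ cells. Relative to the Gapdh means, Nrxn3 was highest in Pv+ cells. In GRCm38, Nrxn2 lies on the plus strand of chromosome 19 from 6418731 to 6544169 and Nrxn3 on the plus strand of chromosome 12 from 88722876 to 90334935. The gene-level values sum the α and β transcripts and all splice forms of each gene. The estimated number of reads per cell was 3378 to 32329 for Nrxn3 and 0 to 1374 for Nrxn2. The 2 cells listed at 0 for Nrxn2, VGT3+ cell 3 and Pv+ cell 1, allow up to 0.0361 and 0.0336 TPM, the level of 3 reads, for counting error alone. From its quantification, the paper reads Nrxn3 expression as dominant in these 3 types of interneurons.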

We then compared the expression of *Nrxn* splice isoforms in each *Nrxn* gene. Given that the insertion of AS4 determines the binding of many Nrxn protein binding partners including Nlgns (Südhof, 2008; Südhof, 2017), we quantified the expression of *Nrxn* isoforms with or without AS4 insertion. Twelve *Nrxn* splice isoforms, *αNrxn1+AS4, αNrxn1-AS4, αNrxn2+AS4, αNrxn2-AS4, αNrxn3+AS4, αNrxn3-AS4, βNrxn1+AS4, βNrxn1-AS4, βNrxn2+AS4, βNrxn2-AS4, βNrxn3+AS4,* and *βNrxn3-AS4* were manually modified (Figure 7C–E and Table 1), and their expression was compared. Among *Nrxn1* splice isoforms, *αNrxn1+AS4* was consistently detected as the sole *αNrxn1* gene expressed in the three interneurons and highly expressed in VGT3+ interneurons compared with Pv+ and Sst+ interneurons (Figure 7C). *βNrxn2+AS4* was the only confirmed *Nrxn2* gene expressed in the three interneurons but its expression was much lower than that of *Nrxn1* and *3* (Figure 7D). *αNrxn3+AS4* and *βNrxn3-AS4* were the two major *Nrxn3* genes expressed in the three interneurons, and *αNrxn3+AS4* expression was highest in VGT3+ interneurons compared with other interneurons (Figure 7E). Our two gene expression assays, double FISH and single-cell RNA-seq, suggest that *αNrxn1* and *βNrxn3* are the major *Nrxn* genes expressed in VGT3+ interneurons compared with Pv+ and Sst+ interneurons (Figure 6J), and *αNrxn1+AS4, αNrxn3+AS4,* and *βNrxn3-AS4* are *Nrxn* splice isoforms highly expressed in VGT3+ interneurons (Figure 7C and E). Therefore, *αNrxn1+AS4, αNrxn3+AS4,* and *βNrxn3-AS4* are the unique *Nrxn* genes expressed in VGT3+ interneurons compared with Pv+ and Sst+ interneurons.

**Figure 7.**
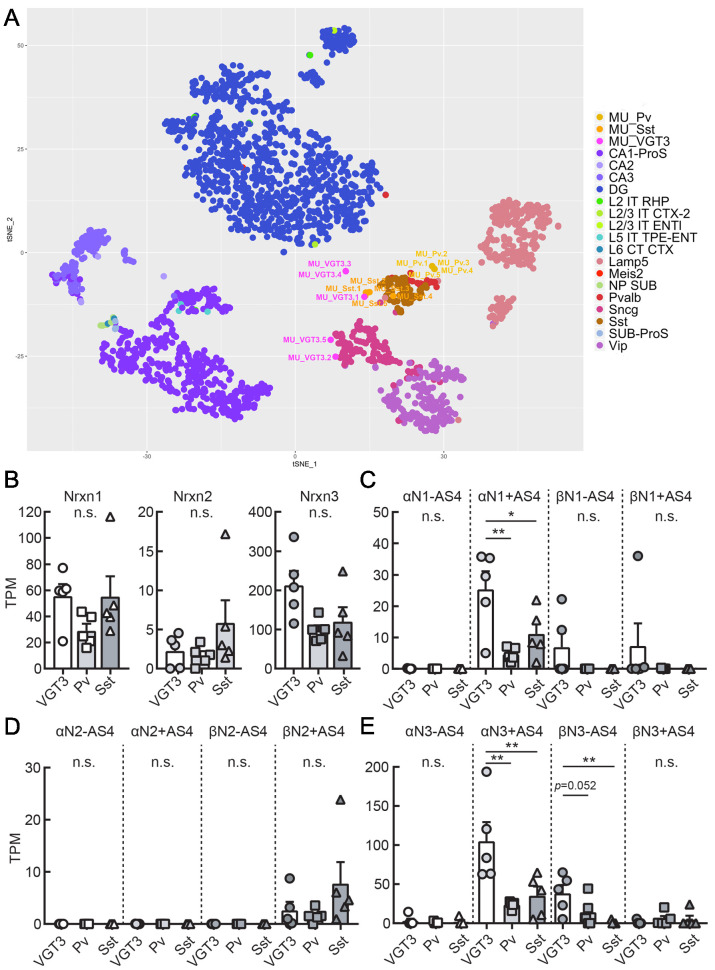
Transcriptomic similarity and endogenous *Nrxn* expression in hippocampal VGT3+, Pv+, and Sst+ inhibitory interneurons. (**A**) Single-cell t-SNE plot of 15 single cells obtained from VGT3+ (magenta: MU_VGT3.1–5), Pv+ (yellow: MU_Pv.1–5), and Sst+ (orange: MU_Sst.1–5) interneurons compared to Allen Brain Atlas single cells (CA1-ProS; CA1-prosubiculum, CA2; CA2, CA3; CA3, DG; dentate gyrus, L2 IT RHP; Layer2, intratelencephalic, retrohippocampal region, L2/3 IT CTX-2; Layer2/3, intratelencephalic, cortical region, L2/3 IT ENTl; Layer2/3, intratelencephalic, lateral entorhinal area, L5 IT TPE-ENT; Layer5, intratelencephalic, temporal, perirhinal, and ectorhinal area, L6 CT CTX; Layer6, near-projecting (NP), L6 corticothalamic (CT), Lamp5; Lamp5-positive, Meis2; Meis2-positive, NP SUB; near-projecting, subiculum, Pvalb; Pvalb-positive, Sncg; Sncg-positive, Sst; Sst-positive, SUB-ProS; subiculum-prosubiculum, Vip; Vip-positive). (**B**) Summary bar graph of *Nrxn* gene (*Nrxn1, 2,* and *3*) expression in VGT3+, Pv+, and Sst+ interneurons. (**C–E**) Summary graphs of splice isoforms of *Nrxn1* (**C**), *2* (**D**), and *3* (**E**) in VGT3+, Pv+, and Sst+ interneurons. *p<0.05, one-way ANOVA followed by Sidak’s multiple comparisons test or Mann–Whitney U-test, N = 5 cells for each interneuron type. Figure 7—source data 1.Inhibitory interneuron_tSNE data. Figure 7—source data 2.Heat map of inhibitory interneurons.

**Figure 7—figure supplement 1.**
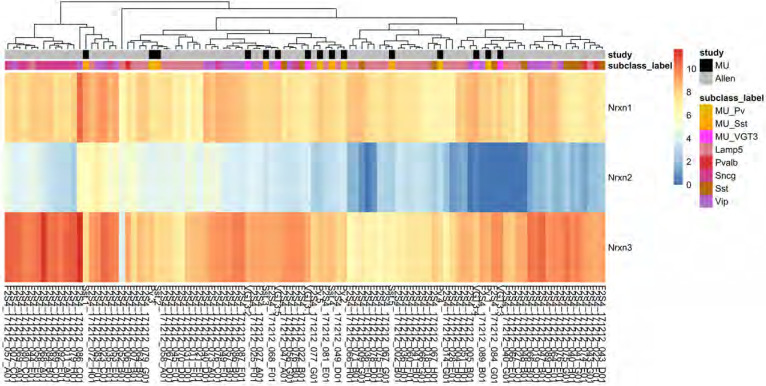
Heat map of *Nrxn* gene expression in VGT3+, Pv+, and Sst+ inhibitory interneurons. A hierarchical clustering of Nrxn expression levels of 15 single cells (shown in black in the study annotation bar) obtained from VGT3+ (magenta: MU_VGT3.1–5), Pv+ (yellow: MU_Pv.1–5), and Sst+ (orange: MU_Sst.1–5) interneurons compared to 85 randomly selected hippocampal GABAergic neurons from the Allen Brain Atlas (shown in gray in the study annotation bar) demonstrated similarities between the MU cells and the Allen Brain Atlas dataset. Scale bar shows the batch-corrected log2+one transformed count-per-million (CPM) values.

**Table 1.** Nrxn transcript IDs used for quantification.

Transcript ID	gene	α or β	AS4 plus minus
ENSMUST00000174331.7	Nrxn1	α	AS4-
ENSMUST00000054059.14	Nrxn1	α	AS4+
ENSMUST00000072671.13	Nrxn1	α	AS4+
ENSMUST00000160800.8	Nrxn1	α	AS4+
ENSMUST00000160844.9	Nrxn1	α	AS4+
ENSMUST00000161402.9	Nrxn1	α	AS4+
ENSMUST00000159778.7	Nrxn1	β	AS4-
ENSMUST00000172466.7	Nrxn1	β	AS4+
ENSMUST00000174337.7	Nrxn1	β	AS4+
ENSMUST00000113461.7	Nrxn2	α	AS4-
ENSMUST00000137166.7	Nrxn2	α	AS4+
ENSMUST00000235714.1	Nrxn2	α	AS4+
ENSMUST00000077182.12	Nrxn2	α	AS4+
ENSMUST00000113462.7	Nrxn2	α	AS4+
ENSMUST00000236635.1	Nrxn2	α	AS4+
TENSMUST00000113459.1	Nrxn2	β	AS4-
ENSMUST00000113458.7	Nrxn2	β	AS4+
ENSMUST00000190626.6	Nrxn3	α	AS4-
ENSMUST00000057634.13	Nrxn3	α	AS4+
ENSMUST00000163134.7	Nrxn3	α	AS4+
ENSMUST00000167103.7	Nrxn3	α	AS4+
ENSMUST00000167887.7	Nrxn3	α	AS4+
ENSMUST00000110133.8	Nrxn3	β	AS4-
ENSMUST00000238943.1	Nrxn3	β	AS4-
ENSMUST00000110130.3	Nrxn3	β	AS4+

### Presynaptic αNrxn1+AS4 couples with postsynaptic Nlgn3Δ to regulate inhibitory function

Our electrophysiology results using NrxnTKO/VGT3/RFP mice indicate that Nrxn proteins are important for postsynaptic Nlgn3Δ function. We sought to determine which Nrxn isoform(s) is the functional partner(s) of Nlgn3Δ at VGT3+ inhibitory synapses. Does VGT3+ interneuron-dominant *Nrxns*, *αNrxn1,* and *βNrxn3* interact with postsynaptic Nlgn3Δ to modulate inhibitory synaptic function? To address this, we performed a rescue approach by expressing specific Nrxn isoforms in NrxnTKO/VGT3/RFP neurons. We expressed Nrxn with tag-blue fluorescent protein (tag-BFP) and Nlgn3Δ with EGFP in VGT3/RFP and pyramidal neurons, respectively, in NrxnTKO/VGT3/RFP slice cultures using our recently developed electroporation technique (Keener et al., 2020a; Keener et al., 2020b), and performed triple whole-cell recordings from untransfected and tag-BFP/Nrxn-transfected VGT3/RFP neurons, and GFP/Nlgn3Δ-transfected pyramidal neurons (Figure 8). We first identified two neighboring VGT3/RFP neurons in the hippocampal st. radiatum and oriens regions and electroporated tag-BFP/Nrxn plasmids into one of the cells, while GFP/Nlgn3Δ was electroporated into pyramidal neurons near the electroporated VGT3/RFP neuron. Given that splice insertion at site four in Nrxns regulates binding with postsynaptic Nlgns (Südhof, 2008; Südhof, 2017), we transfected four *Nrxn* splice isoforms, αNrxn1+AS4, αNrxn1-AS4, βNrxn3+AS4, or βNrxn3-AS4, together with tag-BFP into VGT3/RFP neurons in CA1 st. radiatum and pyramidale. Two to three days after electroporation, we performed triple whole-cell recording from *Nrxn*-transfected presynaptic interneurons (Tdtomato- and tag-BFP-positive) located in close proximity to untransfected VGT3/RFP (Figure 8A) and Nlgn3Δ-transfected (EGFP-positive) postsynaptic pyramidal neurons. Cell pairs overexpressing αNrxn1+AS4 and Nlgn3Δ in presynaptic VGT3/RFP and postsynaptic pyramidal neurons, respectively, displayed significant enhancement of uIPSC with 100% connectivity (Figure 8B,C, and E). In contrast, presynaptic αNrxn1-AS4/tag-BFP and postsynaptic GFP/Nlgn3Δ neuron pairs showed no enhancement of uIPSC compared with control cell pairs, suggesting that Nlgn3Δ specifically couples with αNrxn1+AS4 to regulate inhibitory synaptic function at VGT3+ synapses. Transfection of tag-BFP into VGT3/RFP neurons did not alter inhibitory synaptic transmission. Next, we tested βNrxn3-Nlgn3Δ synaptic *signals* on VGT3+ inhibitory synaptic transmission (Figure 9A–D). In contrast with αNrxn1–Nlgn3Δ signals, neither βNrxn3+AS4 nor βNrxn3-AS4 transfection showed detectable changes in uIPSCs compared with untransfected VGT3/RFP neurons, indicating that βNrxn3 is not important for Nlgn3-mediated inhibitory synaptic function. Interestingly, βNrxn3-AS4 expressed in NrxnTKO/VGT3/RFP/tag-BFP neurons demonstrated reduced connectivity (Figure 9D), suggesting that βNrxn3-AS4 protein hinders synapse formation between VGT3/RFP terminals and postsynaptic CA1 pyramidal neurons.

**Figure 8.**
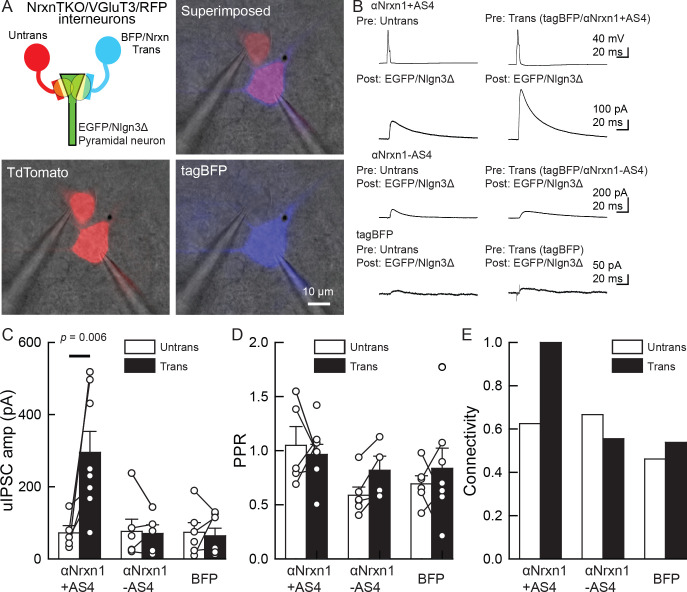
An αNrxn1+AS4–Nlgn3Δ synaptic *signal* enhances VGT3+ inhibitory synapse transmission. (**A–C**) Effect of pre- and postsynaptic overexpression of αNrxn1 and Nlgn3Δ, respectively, on unitary inhibitory synaptic transmission in organotypic slice cultures prepared from VGT3/NrxnTKO/RFP mice. (**A**) Configuration of triple whole-cell recording (left top), superimposed fluorescent, and Nomarski images (right top). (Bottom) Individual fluorescence and Nomarski images of TdTomato (left) and tag-blue fluorescent protein (tag-BFP; right). (**B**) Averaged sample unitary inhibitory postsynaptic current (uIPSC) traces. Nrxns and Nlgn3Δ were transfected in TdTomato-positive and CA1 pyramidal neurons, respectively, by electroporation. (**C, D, and E**) Summary of uIPSC amplitude (**C**), paired-pulse ratio (**D**), and connectivity (**E**). Numbers of cell pairs: αNrxn1+AS4, αNrxn1-AS4, and BFP at VGT3+ synapses (seven pairs/three mice, 9/4 and 9/4). The number of tested slice cultures is the same as that of cell pairs. Mann–Whitney U-test.

**Figure 9.**
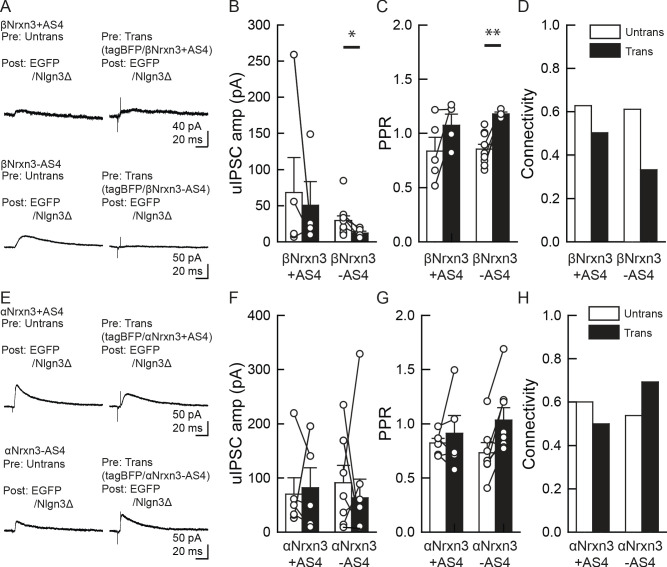
α/βNrxn3–Nlgn3Δ synaptic signals do not regulate VGT3+ inhibitory synapse transmission. (**A–D**) Effect of pre- and postsynaptic overexpression (OE) of βNrxn3(±AS4) and Nlgn3Δ, respectively, on unitary inhibitory synaptic transmission in organotypic slice cultures prepared from NrxnTKO/VGT3/RFP mice. (**E–H**) Effect of pre- and postsynaptic OE of αNrxn3(±AS4) and Nlgn3Δ, respectively, on unitary inhibitory synaptic transmission. (**A and E**) Averaged sample unitary inhibitory postsynaptic current (uIPSC) traces. Summary of uIPSC amplitude (**B and F**), paired-pulse ratio (**C and G**), and connectivity (**D and H**). Numbers of cell pairs: βNrxn3+AS4, βNrxn3-AS4, αNrxn3+AS4, and αNrxn3-AS4 at VGT3+ synapses (eight pairs/three mice, 9/3, 5/3, and 11/3). The number of tested slice cultures is the same as that of cell pairs. Mann–Whitney U-test.

Our rescue approach suggests that αNrxn+AS4 regulates inhibitory synaptic transmission with Nlgn3Δ. The structures of α and βNrxns are similar; therefore, different αNrxn+AS4 isoform(s) may be able to functionally substitute αNrxn1+AS4. Although our FISH results demonstrated comparable levels of *αNrxn3* among VGT3+, Pv+, and Sst+ interneurons (Figure 6D–F and J), our single-cell RNA sequencing data indicate that *αNrxn3+AS4* is another dominant *Nrxn* splice isoform in VGT3+ interneurons (Figure 7E). Thus, we tested whether αNrxn3+/- AS4 functionally couples with Nlgn3Δ in NrxnTKO/VGT3/RFP slice cultures (Figure 9E–H). To our surprise, neither αNrxn3+AS4 nor αNrxn3-AS4 pairing with postsynaptic Nlgn3Δ had any effect on inhibitory synaptic transmission. These results strongly suggest that αNrxn1+AS4, but not αNrxn3+AS4, has a unique signal in the extracellular domain important for synaptic function with Nlgn3Δ.

## Discussion

Synaptic protein–protein interactions are critical for the development, maturation, and survival of neurons. However, it is technically challenging to physiologically characterize trans-synaptic CAM protein interactions in two different neurons due to the difficulty in identifying synaptically connected neuronal pairs in the brain. Co-culture approaches consisting of non-neuronal cells transfected with different *Nrxn* splice isoforms and dissociated neurons expressing endogenous Nlgns (or expressing Nrxn-binding proteins in non-neuronal cells and observing their interactions with endogenous Nrxns) have begun to elucidate the roles of trans-synaptic Nrxn/Nlgn isoforms on the clustering of pre-/postsynaptic molecules (Chih et al., 2006; Kang et al., 2008; Ko et al., 2009; Nam and Chen, 2005; Scheiffele et al., 2000). However, this approach is limited to primary cultures and cannot address whether these trans-synaptic interactions are sufficient to induce functional synapse diversification. To fully understand the physiological roles of trans-synaptic molecules, one must be able to manipulate the expression of these molecules in pre- and postsynaptic neurons simultaneously followed by determination of the functional consequences of such manipulation. Using our newly developed gene electroporation method that enables us to transfect genes in minor cell types such as specific inhibitory interneurons (Keener et al., 2020a; Keener et al., 2020b), we demonstrated for the first time that αNrxn1+AS4 and Nlgn3Δ, which are endogenously expressed in VGT3+ inhibitory and CA1 pyramidal neurons (Figure 7D; Futai et al., 2007; Shipman et al., 2011; Uchigashima et al., 2020), respectively, form a specific signal that dictates inhibitory synaptic transmission.

It has been reported that Nlgn proteins regulate inhibitory synaptic transmission in an input cell-specific manner. For example, a Nlgn2 KO mouse line displays deficits in fast-spiking but not Sst+ interneuron-mediated inhibitory synaptic transmission in the somatosensory cortex (Gibson et al., 2009). Furthermore, Nlgn3 KO mice and the Nlgn3 R451C knock-in mutant line, which mimics a human autism mutation, showed Pv+ or Cck+ input-specific abnormal inhibitory synaptic transmission in the hippocampal CA1 region (Földy et al., 2013). Therefore, the function of postsynaptic Nlgns is determined by the type of presynaptic inputs it receives, supporting the intriguing hypothesis that specific Nrxn–Nlgn binding regulates synaptic function. Our gene expression and functional assays highlight that *αNrxn1* is abundantly expressed in VGT3+ interneurons compared with other interneurons (Figure 6J) and *αNrxn1+AS4* is the dominant *αNrxn1* splice isoform expressed in VGT3+ interneurons (Figure 7C) which regulates inhibitory synaptic transmission with Nlgn3Δ (Figure 8C). Our FISH experiments, which did not distinguish the AS4 insertion, detected *αNrxn1* at low levels in Pv+ interneurons (Figure 6J). The expression of *αNrxn1+AS4* was previously confirmed in Pv+ interneurons (Fuccillo et al., 2015). Considering no effects of Nlgn3Δ OEs on Pv+ inhibitory synapses (Figure 2), other postsynaptic mechanism(s) might exist to regulate inhibitory synaptic transmission with αNrxn1+AS4 at Pv+ inhibitory synapses.

Biochemical studies have demonstrated that any Nrxn can bind to any Nlgn with different affinities, with the exception of αNrxn1 and Nlgn1, which do not interact (Boucard et al., 2005; Reissner et al., 2008). The AS4 insertion has a critical role in changing Nrxns’ affinity to postsynaptic binding partners, including Nlgn (Südhof, 2017). A splice insertion at AS4 in βNrxn1 can weaken its interaction with Nlgns (Koehnke et al., 2010). Indeed, we have reported that βNrxn1-AS4 but not βNrxn1+AS4 increases synaptic transmission through its interaction with Nlgn1 (Futai et al., 2013). Similarly, αNrxn1-AS4 specifically interacts with Nlgn2 and enhances inhibitory synaptic transmission (Futai et al., 2013). In contrast, we found that an insertion at AS4 in αNrxn1 can increase inhibitory synaptic transmission at VGT3+ synapses through a trans-synaptic interaction with Nlgn3Δ. It is particularly interesting that only αNrxn1+AS4, but not αNrxn3+AS4, encoded uIPSC enhancement with postsynaptic Nlgn3Δ (Figures 8C and 9F). These results suggest that structural differences beyond the AS4 site exist between these two αNrxns. Since the structures of the major Nrxn domains, such as LNS and EGFA-EGFC, are similar between αNrxns, differential alternative splicing events that occur at other AS sites may regulate binding with Nlgn3Δ. Further structural and functional analyses targeting these AS events could reveal a novel AS structure that modulates Nrxn–Nlgn signaling on synaptic function. In contrast to biochemical analyses using purified Nrxn and Nlgn proteins, our results are based on intact synapses composed of a number of molecules including Nrxn and Nlgn proteins. Additional synaptic molecules could be involved in inhibitory synaptic functions mediated by trans-synaptic interactions between αNrxn1+AS4 and Nlgn3Δ at VGT3+ synapses. In particular, it will be important to address whether αNrxn1+AS1, αNrxn3+AS4, and βNrxn3-AS4, which are highly expressed in VGT3+ neurons (Figure 7), can encode specific synaptic functions when interacting with other postsynaptic Nrxn-binding partners such as Nlgn2, CST-3, and IgSF21 (Pettem et al., 2013; Tanabe et al., 2017; Um et al., 2014).

Nlgns function as homomeric or heteromeric dimers that bind to monomeric Nrxns (Budreck and Scheiffele, 2007; Poulopoulos et al., 2012). The function of human Nlgn3A2 at inhibitory synapses requires the presence of Nlgn2 in hippocampal neurons (Nguyen et al., 2016), suggesting that heterodimers of Nlgn3A2 and Nlgn2 are formed at inhibitory synapses. However, our finding of Nlgn3-mediated synaptic potentiation at VGT3+ synapses was based on Nlgn3Δ OE without the replacement of other Nlgns. Further studies are necessary to determine whether the function of Nlgn3Δ requires the formation of heterodimers with Nlgn2 at VGT3+ synapses.

Deletion of Nrxns or Nlgns has been reported to have little effect on synapse formation (Chanda et al., 2017; Chen et al., 2017; Varoqueaux et al., 2006). Our manipulation of the expression levels of either presynaptic Nrxns or postsynaptic Nlgn3 consistently did not affect synaptic connectivity, a measurement of the number of active synapses (Figures 2, 3, and 6). However, Nlgn3Δ formed new synapses only when αNrxn1+AS4 was simultaneously expressed in VGT3+ interneurons (Figure 8E). This suggests that trans-synaptic interactions of Nrxns and Nlgns may control not only synapse function but also synapse number, while the lack of Nrxns or Nlgns on either side of the synapse can be compensated by other CAM interactions. In this context, it is important to address whether the subcellular localization of Nrxn and Nlgn proteins is regulated by synaptic activity, such as homeostatic synaptic plasticity (Mao et al., 2018).

Note that our results, demonstrating the role of postsynaptic Nlgn3Δ and A2 isoforms in CA1 pyramidal neurons on inhibitory synaptic transmission, have some inconsistencies with a previously published study, which found that Nlgn3A2 differentially regulates Pv+ and Sst+ inhibitory synapses (Horn and Nicoll, 2018). Horn and Nicoll reported that OE of human Nlgn3A2 reduced Pv+ and increased Sst+ inhibitory synaptic transmission. The former finding is consistent with our results in Figure 3B and Figure 3—figure supplement 1, displaying that Nlgn3Δ or A2 OE reduce Pv+ uIPSC amplitude. This may suggest that Pv+ neurons have a unique trans-synaptic regulatory mechanism compared with other interneurons and that Nlgn3Δ or A2 OE may disrupt endogenous GABA_A_R complexes at Pv+ inhibitory synapses. In contrast, Nlgn3Δ or A2 OE did not increase Sst+ uIPSCs (Figure 3F and Figure 3—figure supplement 1), as observed in Horn and Nicoll, 2018. This difference might be due to variations in experimental approaches including the Nlgn3 clone used (human Nlgn3A2 versus mouse Nlgn3Δ splice isoform) and the duration of transgene or shRNA expression in hippocampal CA1 pyramidal neurons (2–3 weeks of OE versus 2–3 days of OE). Additionally, Horn and Nicoll crossed Pv-Cre and Sst-Cre, the same *cre* lines we tested, with Ai32 mice, a *cre*-dependent channelrhodopsin line (Madisen et al., 2012), to evoke Pv+ or Sst+ neuron-mediated synaptic transmission, respectively (Horn and Nicoll, 2018). However, our current and previous studies for mouse line validation indicate that while Pv-Cre and Sst-Cre lines exhibit highly specific *cre* expression in these cell types, these lines have leaky *cre* expression in other cell type(s) (Figure 2—figure supplement 1, yellow arrow heads) (Mao et al., 2015). Therefore, light-evoked activation of nonspecific cell types may contribute to the inconsistent results in synaptic transmission. Surprisingly, Nlgn3A2 did not increase VGT3+ inhibitory synaptic transmission. One possible explanation is that Nlgn3A2 couples with Cck+ neurons that do not express VGT3. Cck- and vasoactive intestinal polypeptide (VIP)-positive but VGT3-negative inhibitory interneurons have been identified in the hippocampal CA1 region (Somogyi et al., 2004). Furthermore, most of the Cck+ neurons in this area express CB1 transcripts (Katona et al., 1999). Therefore, CB1 signals in Figure 1C can originate from Cck+/VGT3+ and Cck+/VIP+ interneurons. Further studies are required to identify other types of interneurons that are capable of coupling with Nlgn3A2 by using other cell type-specific *cre* lines (e.g. VIP-*cre*).

Mutations and deletions in *Nrxn* loci are associated with neuropsychiatric and neurodevelopmental disorders. Copy number alterations (Sebat et al., 2007; Szatmari et al., 2007) and deleterious (Yan et al., 2008; Zahir et al., 2008) mutations in *αNrxn1* are the most commonly reported Nrxn isoform-specific modifications predisposing people to epilepsy, autism spectrum disorders (ASDs), attention deficit hyperactivity disorder, intellectual disability (ID), schizophrenia (SCZ), and Tourette syndrome (Ching et al., 2010; Clarke et al., 2012; Kim et al., 2008; Møller et al., 2013). Rare mutations in Nlgn3 have been reported in patients with ID, SCZ, and ASDs (Jamain et al., 2003; Parente et al., 2017; Yan et al., 2005). Interestingly, ASD patients show abnormalities in memory discrimination (Beversdorf et al., 2000), which is partly mediated by the activity of hippocampal Cck+ interneurons (Sun et al., 2020; Whissell et al., 2019). This autistic phenotype may be caused by abnormal trans-synaptic interactions of αNrxn1 and Nlgn3 at VGT3+ synapses. In addition to our findings here, both Nrxn1 and Nlgn3 are expressed at other synapses, including excitatory synapses (Baudouin et al., 2012; Budreck and Scheiffele, 2007; Uchigashima et al., 2019; Uchigashima et al., 2020). It will be interesting to identify Nrxn1–Nlgn3 signals at different synapses to better understand the function of these genes on cognitive behavior.

## Materials and methods

### Animal and organotypic slice culture preparation

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Massachusetts Medical School and Hokkaido University. Organotypic hippocampal slice cultures were prepared from postnatal 6- to 7-day-old mice of either sex, as described previously (Stoppini et al., 1991). Mice were WT (C57BL/6J, Jax #000664) expressing interneuron-specific TdTomato (Sst/RFP, Pv/RFP and VGT3/RFP), generated by crossing a TdTomato reporter line (Jax #007905) with Sst-Cre (Sst^Cre^: Jax #013044), Pv-Cre (Pvalb^Cre^: Jax #017320 or #008069), or VGT3-Cre (Slc17a8^Cre^: Jax #018147) lines. The Nrxn1/2/3^f/f^ mouse line was generated recently (Uemura and Suzuki, 2020; Uemura et al., 2017). The Nlgn3 KO mouse line was a gift from Dr. Kenji Tanaka (Tanaka et al., 2010).

### DNA and shRNA constructs

EGFP (Clontech), tag-BFP (Evrogen), *Nlgn3Δ, Nlgn3A2, αNrxn1 ± AS4, αNrxn3 ± AS4,* and *βNrxn3 ± AS4* genes were subcloned into a pCAG vector. The full AS configuration of the *αNrxn1* and *αNrxn3* clones were *αNrxn1(+AS1, -AS2, +AS3, ±AS4, +AS5,* and -*AS6)* and *αNrxn3(-AS1, -AS2, +AS3, ±AS4, -AS5,* and *-AS6)*. Two shRNA clones against Nlgn3, shNlgn3#1 (TRCN0000031940) and shNlgn3#2 (TRCN0000031939), were obtained from the RNAi Consortium (http://www.broad.mit.edu/genome_bio/trc/). The mouse *αNrxn3* clone was a gift from Dr. Ann Marie Craig (Kang et al., 2008).

### Antibodies

Primary antibodies raised against the following molecules were used: goat VGT3 (AB_2571854) (Somogyi et al., 2004), rabbit and goat VIAAT (RRID:AB_2571623 and AB_2571622) (Fukudome et al., 2004), rabbit CB1 (RRID:AB_2571591) (Fukudome et al., 2004), guinea pig Nlgn3 (RRID:AB_2571814) (Uchigashima et al., 2019; Uchigashima et al., 2020). rabbit Pv (RRID:AB_2571613, Sigma: P3088) (Nakamura et al., 2004), rabbit Sst (Penisula lab.: T-4103.0050), and goat/rabbit RFP (Rockland: 200-101-379 and 600-401-379, respectively).

### Single- and double-labeled FISH

Single/double FISH was performed using our recently established protocol (Uchigashima et al., 2019). VGT3+, Sst+, and Pv+ interneurons were identified with cRNA probes characterized previously (Omiya et al., 2015; Song et al., 2014; Yamasaki et al., 2016). All procedures were performed at room temperature unless otherwise noted. Briefly, fresh frozen sections were fixed with 4% paraformaldehyde, 0.1M PB for 30 min, acetylated with 0.25% acetic anhydride in 0.1M triethanolamine-HCl (pH 8.0) for 10 min, and prehybridized with hybridization buffer for 30 min. Hybridization was performed with a mixture of fluorescein- (1:1000) or DIG- (1:10,000) labeled cRNA probes in hybridization buffer overnight followed by post-hybridization washing using saline-sodium citrate buffers at 75°C. Signals were visualized using a two-step detection method. Sections were pre-treated with DIG blocking solution for 30 min and 0.5% tryamide signal amplification (TSA) blocking reagent in Tris-NaCl-Tween 20 (TNT) buffer for 30 min before the first and second steps. During the first step, sections were incubated with peroxidase-conjugated anti-fluorescein antibody (1:500, Roche Diagnostics) and TSA Plus Fluorescein amplification kit (PerkinElmer) for 1 hr and 10 min, respectively. In the second step, sections were incubated with peroxidase-conjugated anti-DIG antibody (1:500, Roche Diagnostics) and TSA Plus Cy3 amplification kit (second step) with the same incubation times. Between the first and second steps, residual peroxidase activity was inactivated with 3% H_2_O_2_ in TNT buffer for 30 min. Sections were incubated with DAPI for 10 min for nuclear counterstaining (1:5000, Sigma-Aldrich).

### Western blotting

shRNA constructs were validated by western blotting. Nlgn- and shRNA-transfected HEK293T cells were solubilized in lysis buffer (10 mM Tris, pH 8.0, 200 mM NaCl, 1% Triton X-100, 1% SDS, and protease inhibitors) and loaded onto 8% SDS-PAGE gels. HEK293T cell line (Sigma) was authenticated by STR-PCR. Primary antibodies (1:1000 to 1:3000 dilution) were applied in blocking buffer (20 mM Tris, pH 7.4, 137 mM NaCl, 0.1% Tween 20, 1% bovine serum albumin, and 5% nonfat milk) for 2 hr at room temperature. Secondary antibodies were used at 1:2000 dilution. The signal was detected using an ECL detection kit (PerkinElmer Life Sciences).

### Immunohistochemistry

#### Validation of *VGT3/RFP, Sst/RFP, *and *Pv/RFP* mouse lines

PFA-fixed brains (two brains for each line) were sliced (40 µm) and subjected to double staining with RFP (Rockland 200-101-379 or 600-401-379: 1/2000) and VGT3 (1 μg/ml) (Somogyi et al., 2004), Sst (Penisula lab., T-4103.0050: 1/2000) or Pv (Sigma: P3088, 1/2000).

#### Triple staining of *Nlgn3* and synaptic markers

Mice were fixed by transcardial perfusion with 3% glyoxal fixative (Richter et al., 2018). Brains were cryoprotected with 30% sucrose in 0.1 M PB to prepare 50-μm-thick cryosections on a cryostat (CM1900; Leica Microsystems). All immunohistochemical incubations were performed at room temperature. Sections were incubated with 10% normal donkey serum for 20 min, a mixture of primary antibodies overnight (1 μg/ml), and a mixture of Alexa 488-, Cy3-, or Alexa 647-labeled species-specific secondary antibodies for 2 hr at a dilution of 1:200 (Invitrogen; Jackson ImmunoResearch, West Grove, PA). Images were taken with a confocal laser scanning microscope equipped with 473, 559, and 647 nm diode laser lines, and UPlanSApo (10×/0.40), UPlanSApo (20×/0.75), and PlanApoN (60×/1.4, oil immersion) objective lenses (FV1200; Olympus, Tokyo, Japan). To avoid crosstalk between multiple fluorophores, Alexa488, Cy3, and Alexa647 fluorescent signals were acquired sequentially using the 488 nm, 543 nm, and 633 nm excitation laser lines. All images show single optical sections (800 × 800 pixels). The analysis was performed using ImageJ software (https://imagej.nih.gov/ij/). Briefly, the signal intensity and co-localization frequency of Nlgn3 puncta in the hippocampus CA1 were measured in the region of interest (ROI) selected from inhibitory synapses co-labeled for VIAAT and interneuron markers: VGT3, CB1, Pv, and Sst. To assess the noise levels for intensities and co-localizations, we analyzed images with the Nlgn3 channel rotated 90° to identify true close appositions of Nlgn3 signals and synaptic markers (Singh et al., 2016; Stogsdill et al., 2017). The noise levels for the signal intensity and co-localization frequency of Nlgn3 signals were comparable among the four distinct synapses (Figure 1G), suggesting that the distribution pattern or ROI of Nlgn3 signals and synaptic markers were unlikely to be biased. All the data for each group were obtained from two mice and pooled together.

### Single-cell sequencing and analysis

#### Single-cell RNA extraction

The cytosol of four VGT3-positive neurons in CA1 origins was harvested using the whole-cell patch-clamp technique described previously (Futai et al., 2013; Uchigashima et al., 2020). The cDNA libraries were prepared using a SMART-Seq HT Kit (TAKARA Bio) and a Nextera XT DNA Library Prep Kit (Illumina) as per the manufacturers’ instructions. The final product was assessed for its size distribution and concentration using a BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies) and loaded onto an S1 flow cell on an Illumina NovaSeq 6000 (Illumina) and run for 2 × 50 cycles according to the manufacturer's instructions. De-multiplexed and filtered reads were aligned to the mouse reference genome (GRCm38) using HISAT2 (version 2.1.0) applying --no-mixed and --no-discordant options. Read counts were calculated using HTSeq by supplementing Ensembl gene annotation (GRCm38.78). Gene expression values were calculated as transcripts per million (TPM) using custom R scripts (Source code 1). Genes with no detected TPM in all samples were filtered out. Our data set was then combined with the ‘Mouse Whole Cortex and Hippocampus SMART-seq’ data portal from the Allen Institute for Brain Science where a complementary set of 76,533 total cells were primarily collected from >20 areas of mouse cortex and hippocampus of ~8-week-old pan-GABAergic, pan-glutamatergic, and pan-neuronal transgenic lines (Yao et al., 2020). The gene expression data matrix (matrix.csv) which stores raw read counts for every cell in the data set and cell metadata (metadata.csv) containing information such as sample names, brain regions of origin, cell type designations (e.g. ‘GABAergic’, ‘Non-neuronal’, and ‘Glutamatergic’) and cell type subclass designations (e.g. ‘SST’, ‘L6 CT’, and ‘Astrocyte’) was downloaded from the portal. Neuronal cells only from the hippocampus (2367 cells) were merged with our dataset (total 2382 cells). In order to minimize batch effect between our data and the Allen Brain Atlas, systematic differences in sequencing coverage across batches were removed by rescaling the size factors using the multiBatchNorm function from the batchelor R package (Haghverdi et al., 2018), and then a batch effect correction based on linear regression model was applied using the rescaleBatches function from the batchelor package. A tSNE plot was then generated using Rtsne R package (van der Maaten and Hinton, 2008). Eighty-five randomly selected hippocampal GABAergic neurons from the Allen Brain Atlas dataset and 15 of our cells were selected, and the batch-corrected expression levels of Nrxn genes were visualized in a heatmap using ComplexHeatmap R package (Gu et al., 2016). For splice isoform quantification, kallisto (Bray et al., 2016) was used by supplementing the transcript fasta file (Mus_musculus.GRCm38.cdna.all.fa). Each isoform was summarized manually to account for inclusion or exclusion of the AS4 exon in the α or β isoforms. The manually curated transcript IDs are provided in Table 1.

### Single-cell RT-qPCR

Isolation of single-cell cytosol and preparation of single-cell cDNA libraries were performed by the same method described in single-cell sequencing and analysis. For validation of the Nrxn KO mouse line, the following TaqMan gene expression assays (Applied Biosystems) were used: *Nrxn1* (Mm03808857_m1), *Nrxn2* (Mm01236856_m1), *Nrxn3* (Mm00553213_m1), and *Gapdh* (Mm99999915_g1). The relative expression of *Nrxns* was calculated as follows: Relative expression = 2 ^Ct,Gapdh^/2 ^Ct,Nrxns^; Ct, threshold cycle for target gene amplification.

### Single-cell electroporation

A detailed protocol is described in our recent publication (Keener et al., 2020a; Keener et al., 2020b). Briefly, the slice cultures were perfused with filter-sterilized aCSF consisting of (in mM): 119 NaCl, 2.5 KCl, 0.5 CaCl_2_, 5 MgCl_2_, 26 NaHCO_3_, 1 NaH_2_PO_4_, 11 glucose, and 0.001 mM tetrodotoxin (TTX, Hello Bio Inc), gassed with 5% CO_2_/95% O_2_, pH 7.4. Patch pipettes (4.5–8.0 MΩ) were each filled with plasmids containing either tag-BFP and *Nrxn* or EGFP and *Nlgn3Δ* (0.05 µg/µl for each plasmid) and respectively electroporated in TdTomato-positive VGT3+ interneurons and CA1 pyramidal neurons. The same internal solution for single-cell sequencing was used. A single electrical pulse train (amplitude: −5 V, square pulse, train: 500 ms, frequency: 50 Hz, pulse width: 500 µs) was applied to the target neurons. After electroporation, the electrode was gently retracted from the cell and the slices were transferred to a culture insert (Millipore) with slice culture medium in a petri dish and incubated in a 5% CO_2_ incubator at 35°C for 3 days.

### Electrophysiology

Whole-cell voltage- and current-clamp recordings were performed on postsynaptic and presynaptic neurons, respectively. *Nlgn3Δ* and *Nlgn3A2* constructs or shRNAs were transfected at DIV6–9 or DIV2 and subjected to recordings at 2–3 or 5–12 days after transfection, respectively. DIV10–14 organotypic slice cultures prepared from WT (VGT3/RFP) and KO (NrxnTKO/VGT3/RFP) mice were evaluated for KO of Nrxns at VGT3+ synapses. The extracellular solution for recording consisted of (in mM): 119 NaCl, 2.5 KCl, 4 CaCl_2_, 4 MgCl_2_, 26 NaHCO_3_, 1 NaH_2_PO_4_, 11 glucose, and 1 kynurenic acid (Sigma), gassed with 5% CO_2_ and 95% O_2_, pH 7.4. Thick-walled borosilicate glass pipettes were pulled to a resistance of 2.5–4.5 MΩ. Whole-cell voltage clamp recordings were performed with internal solution containing (in mM): 115 cesium methanesulfonate, 20 CsCl, 10 HEPES, 2.5 MgCl_2_, 4 ATP disodium salt, 0.4 guanosine triphosphate trisodium salt, 10 sodium phosphocreatine, and 0.6 EGTA, adjusted to pH 7.25 with CsOH. For current-clamp recordings, cesium in the internal solution was substituted with potassium and the pH was adjusted with KOH. GABA_A_ receptor-mediated inhibitory postsynaptic currents (IPSCs) were measured at *V*hold ± 0 or −70 mV. Thirty to forty consecutive stable postsynaptic currents were evoked at 0.1 Hz by injecting current (1 nA) in presynaptic interneurons. Synaptic connectivity was tested by applying 25 consecutively paired (at 50 ms intervals) stimulations; responses larger than 5 pA observed within 5 ms after the onset of either of the pulses were counted as evoked unitary GABA_A_R-IPSC. Recordings were performed using a MultiClamp 700B amplifier and Digidata 1440, digitized at 10 kHz and filtered at 4 kHz with a low-pass filter. Data were acquired and analyzed using pClamp (Molecular Devices).

### Statistical analyses

Results are reported as mean ± SEM. Statistical significance, set at p<0.05, was evaluated by one- or two-way ANOVA with Sidak’s post hoc test for multiple comparison, Mann-Whitney U-test, and Student’s *t*-test for two-group comparison.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE150989. The following dataset was generated: UchigashimaMKonnoKDemchakECheungAWatanabeTKeenerDAbeMLeTSakimuraKSasaokaTUemuraTKawasawaYIWatanabeMFutaiK2020Specific Neuroligin3-αNeurexin1 Signaling Regulates GABAergic Synaptic Function in Mouse HippocampusNCBI Gene Expression OmnibusGSE15098910.7554/eLife.59545PMC775806433355091

## Additional files

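The code divides the reads counted for each gene by the gene's length and scales the result so that all genes of a cell add up to 1000000. A value in TPM is therefore a share of the length-corrected reads of 1 cell, and a few abundant transcripts take room from all others. In the deposited values, the 10 highest genes of a cell held a median of 20.7% of the sum in VGT3+ cells (19.5 to 27.0%), 30.7% in Pv+ cells (23.6 to 31.9%) and 19.0% in Sst+ cells (17.4 to 28.1%). Genes encoded by the mitochondrial genome held a median of 18.7% in VGT3+ cells (7.35 to 27.7%), 18.2% in Pv+ cells (11.2 to 24.7%) and 9.17% in Sst+ cells (7.67 to 10.1%).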

Source code 1. tpm calculation.

Transparent reporting form

## Appendix

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (Human)	HEK 293T	Sigma		Authenticated with STR profiling, tested negative for mycoplasma
Antibody	Anti-RFP (goat polyclonal)	Rockland	Cat#: 200-101-379 (RRID:AB_2744552)	IF (1:2000)
Antibody	Anti-RFP (rabbit polyclonal)	Rockland	Cat#: 600-401-379 (RRID:AB_2209751)	IF (1:2000)
Antibody	Anti-PV (mouse monoclonal)	Sigma	Cat#: P3088 (RRID:AB_477329)	IF (1:1000)
Antibody	Anti-PV (rabbit polyclonal)	Frontier Institute	Cat#: PV-Rb-Af750 (RRID:AB_2571613)	IF (1 μg/ml)
Antibody	Anti-Sst antibody (rabbit polyclonal)	Peninsula Lab	Cat#: T-41003.0050	IF (1:2000)
Antibody	Anti-VIAAT (goat polyclonal)	Frontier Institute	Cat#: PV-Rb-Af750 (RRID:AB_2571613)	IF (1 μg/ml)
Antibody	Anti-VIAAT (rabbit polyclonal)	Frontier Institute	Cat#: VGAT-Rb-Af500 (RRID:AB_2571622)	IF (1 μg/ml)
Antibody	Anti-NL3 (rabbit polyclonal)	Frontier Institute	Cat#: Nlgn3-Gp-Af880 (RRID:AB_2571814)	IF (1 μg/ml)
Antibody	Anti-VGluT3 (goat polyclonal)	Frontier Institute	Cat#: VGluT3-Go-Af870 (RRID:AB_2571854)	IF (1 μg/ml)
Antibody	Anti-CB1 (rabbit polyclonal)	Frontier Institute	Cat#: CB1-Rb-Af380 (RRID:AB_2571591)	IF (1 μg/ml)
Antibody	Cy3-AffiniPure Donkey anti-Guinea pig IgG	Jackson ImmunoResearch	Cat# 706-165-148 (RRID:AB_2340460)	IF (1:200)
Antibody	Donkey anti-Rabbit IgG, Alexa Fluor 488	Invitrogen	Cat#: A-21206 (RRID:AB_2535792)	IF (1:200)
Antibody	Donkey anti-Goat IgG, Alexa Fluor 488	Invitrogen	Cat#: A-11055 (RRID:AB_2534102)	IF (1:200)
Antibody	Donkey anti-Goat IgG, Alexa Fluor 647	Invitrogen	Cat#: A-21447 (RRID:AB_2535864)	IF (1:200)
Antibody	Donkey anti-Rabbit IgG, Alexa Fluor 647	Invitrogen	Cat#: A-31573 (RRID:AB_2536183)	IF (1:200)
Antibody	Anti-Fluorescein-POD, Fab fragments from sheep	Roche	Cat#: 11426346910 (RRID:AB_840257)	FISH (1:500)
Antibody	Anti-Digoxigenin-POD, Fab fragments from sheep	Roche	Cat#: 11207733910 (RRID:AB_840257)	FISH (1:500)
Chemical compound, drug	tRNA from brewer’s yeast	Roche	Cat#:10109517001	FISH
Chemical compound, drug	Sheep serum	Sigma-Aldrich	Cat#: S3772	FISH
Chemical compound, drug	DAPI	Sigma-Aldrich	Cat#: D9542	Nuclear staining (1:5000)
Chemical compound, drug	Kynurenic acid	Sigma-Aldrich	Cat#: K3375	Electrophysiology
Recombinant DNA reagent	pCAG-HA-Nlgn3Δ (plasmid)	Uchigashima et al., 2020		Subclone HA- Nlgn3Δ in pCAG vector
Recombinant DNA reagent	pCAG-HA-Nlgn3A2 (plasmid)	Uchigashima et al., 2020		Subclone HA- Nlgn3A2 in pCAG vector
Recombinant DNA reagent	pCAG-Tag-BFP (plasmid)	This paper	Tag-BFP (Evrogen)	Subclone Tag-BFP in pCAG vector
Recombinant DNA reagent	pCAG-EGFP (plasmid)	Futai et al., 2013	EGFP (Clontech)	Subclone EGFP in pCAG vector
Recombinant DNA reagent	pCAG-HA-αNrxn1 + AS4 (plasmid)	This paper		Subclone HA-αNrxn1 + AS4 in pCAG vector
Recombinant DNA reagent	pCAG-HA-αNrxn1 – AS4 (plasmid)	Futai et al., 2013		Subclone HA-αNrxn1 – AS4 in pCAG vector
Recombinant DNA reagent	pCAG-HA-αNrxn3 + AS4 (plasmid)	This paper		Subclone HA-αNrxn3 + AS4 in pCAG vector
Recombinant DNA reagent	pCAG-HA-αNrxn3 – AS4 (plasmid)	Kang et al., 2008		Subclone HA-αNrxn3 – AS4 in pCAG vector
Recombinant DNA reagent	pCAG-HA-βNrxn3 + AS4 (plasmid)	This paper		Subclone HA-βNrxn3 + AS4 in pCAG vector
Recombinant DNA reagent	pCAG-HA-βNrxn3 – AS4 (plasmid)	This paper		Subclone HA-βNrxn3 – AS4 in pCAG vector
Recombinant DNA reagent	shNlgn3#1	Sigma Aldrich	TRCN0000031940	shRNA in pLKO.1 vector
Recombinant DNA reagent	shNlgn3#2	Sigma Aldrich	TRCN0000031939	shRNA in pLKO.1 vector
Recombinant DNA reagent	pBS SK (-)-αNrxn1#1 (plasmid)	Uchigashima et al., 2019		Subclone *αNrxn1* (186–631, NM_020252.3) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-αNrxn1#2 (plasmid)	Uchigashima et al., 2019		Subclone *αNrxn1* (631–1132, NM_020252.3) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-βNrxn1#1 (plasmid)	Uchigashima et al., 2019		Subclone *βNrxn1* (379–824, XM_006523818.2) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-βNrxn1#2 (plasmid)	Uchigashima et al., 2019		Subclone *βNrxn1* (882–1490, XM_006523818.2) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-αNrxn2#1 (plasmid)	Uchigashima et al., 2019		Subclone *αNrxn2* (120–370, NM_001205234) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-αNrxn2#2 (plasmid)	Uchigashima et al., 2019		Subclone *αNrxn2* (894–1209, NM_001205234) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-βNrxn2#1 (plasmid)	Uchigashima et al., 2019		Subclone *βNrxn2* (188–375, AK163904.1) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-βNrxn2#2 (plasmid)	Uchigashima et al., 2019		Subclone *βNrxn2* (543–714, AK163904.1) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-αNrxn3#1 (plasmid)	Uchigashima et al., 2019		Subclone *αNrxn3* (207–795, NM_001198587) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-αNrxn3#2 (plasmid)	Uchigashima et al., 2019		Subclone *αNrxn3* (796–1782, NM_001198587) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-βNrxn3#1 (plasmid)	Uchigashima et al., 2019		Subclone *βNrxn3* (85–530, NM_001252074) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (-)-βNrxn3#2 (plasmid)	Uchigashima et al., 2019		Subclone *βNrxn3* (771–1235, NM_001252074) in pBS SK (-) vector
Recombinant DNA reagent	pBS SK (+)-VGT3 (plasmid)	Omiya et al., 2015		Subclone *VGluT3* (22–945, NM_182959) in pBS SK (+) vector
Recombinant DNA reagent	pBS SK (+)-Pv (plasmid)	Yamasaki et al., 2016		Subclone *Parv* (57–389, NM_013645) in pBS SK (+) vector
Recombinant DNA reagent	pBS SK (+)-Sst (plasmid)	Song et al., 2014		Subclone *Sst* (133–408, NM_012659) in pBS SK (+) vector
Commercial assay or kit	Fluorescein RNA Labeling Mix	Roche	Cat#: 11685619910	cRNA probe synthesis kit
Commercial assay or kit	DIG RNA Labeling Mix	Roche	Cat#: 11277073910	cRNA probe synthesis kit
Commercial assay or kit	T3 RNA Polymerase	Promega	Cat#: P2083	cRNA probe synthesis
Commercial assay or kit	T7 RNA Polymerase	Promega	Cat#: P2075	cRNA probe synthesis
Commercial assay or kit	Blocking reagent	Roche	Cat#: 11096176001	FISH
Commercial assay or kit	TSA Blocking reagent	PerkinElmer	Cat#: FP1020	FISH
Commercial assay or kit	TSA Plus Cyanine three and Fluorescein System	PerkinElmer	Cat#: NEL753001KT	FISH
Commercial assay or kit	SMRT-Seq HT Kit	Takara Bio	Cat# 64437	RNA-seq library prep kit
Commercial assay or kit	Nextera XT DNA Library Preparation Kit	Illumina	FC-131–1096	RNA-seq library prep kit
Commercial assay or kit	Nextera XT Index Kit v2 Set A	Illumina	FC-131–2001	RNA-seq library prep kit
Commercial assay or kit	NovaSeq 6000 S1 Reagent Kit (100 cycles)	Illumina	20012865	Illumina sequencing reagent
Software, algorithm	BBTools	DOE Joint Genome Institute	https://jgi.doe.gov/data-and-tools/bbtools/ (RRID:SCR_016968)	RNA-seq read filtering and trimming
Software, algorithm	HISAT2	Center for Computational Biology at Johns Hopkins University	https://ccb.jhu.edu/software/hisat2/manual.shtml (RRID:SCR_015530)	RNA-seq read alignment
Software, algorithm	HTSeq	Simon Anders and Fabio Zanini	https://htseq.readthedocs.io/en/master/overview.html (RRID:SCR_005514)	RNA-seq read quantification
Software, algorithm	kallisto	Lior Pachter lab	https://pachterlab.github.io/kallisto/about (RRID:SCR_016582)	RNA-seq pseudoalignment
Software, algorithm	R	The R Foundation	https://www.r-project.org/	Bioinformatic data manipulation, calculation and graphical display
Software, algorithm	MetaMorph	Molecular devices	https://www.moleculardevices.com/?_ga = 2.213249172.1046710400.1598576508–1999962342.1597912565 (RRID:SCR_002368)	Intensity and count analysis
Software, algorithm	ImageJ		https://imagej.nih.gov/ij/ (RRID:SCR_003070)	Intensity and count analysis
Software, algorithm	pCLAMP 10.6	Molecular devices	RRID:SCR_011323	Electrophysiological data analysis

# Supplementary material for: Specific Neuroligin3–αNeurexin1 signaling regulates GABAergic synaptic function in mouse hippocampus
**Source:** eLife. 2020 Dec 23;9:e59545. doi: 10.7554/eLife.59545
**Supplement:** Source code 1.

# counts to TPM conversion

# https://support.bioconductor.org/p/91218/

tpm <- function(counts,len) {

x <- counts/len

return(t(t(x)*1e6/colSums(x)))

}

# use Mus_musculus.GRCm38.GC_lengths.txt retrieved from BioMart

in_f1 <- "G709_G556.csv"

d1 <- read.csv(in_f1, header=TRUE, row.names=NULL)

d3 <- read.table("Mus_musculus.GRCm38.GC_lengths.txt", header=TRUE, row.names=NULL, sep="\t", quote="")

d3<-d3[,c(1,2)]

d2<-merge(d1,d3, by.x="name",by.y="ID")

d5<-tpm(d2[,c(2:20)],d2[,21])

rownames(d5)<-d2[,1]

write.csv(d5,"G709_G556_TPM.csv")

How the deposited data were processed for this re-analysis (not part of the article)

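Cytosol was drawn from single VGT3+, Pv+ and Sst+ interneurons of organotypic hippocampal slice cultures, 5 cells of each type, and sequenced as 1 library per cell. The authors de-multiplexed the reads with bcl2fastq, filtered and trimmed them, aligned them to GRCm38 with HISAT2 2.1.0 (options --no-mixed and --no-discordant), counted them per gene of the Ensembl annotation with HTSeq, and computed TPM from gene lengths in R. The deposited table holds TPM per gene and cell, 43629 genes in 15 cells, with each cell adding up to 1000000. No scaling between cells or library batches was applied to it. All 15 columns were used. Genes were matched by Ensembl identifier, since 125 symbols stand for more than 1 gene. Splice isoform values are not part of this table and were not analysed here.

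From the TPM values, the following was computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. For Nrxn2 and Nrxn3, the mean and SD over the cells of each type, every cell's value and the log2 ratio of VGT3+ over Pv+ and Sst+ means, with a pseudocount of 1, were taken. Between cells, Pearson's correlation of log2(TPM + 1) was computed across the 12825 genes with a mean of at least 1 TPM. For 22 gene lists, the median over members of the difference of mean log2(TPM + 1) between 1 type and the mean of the other 2 types was ranked among 10000 random lists of the same size, drawn from bins of 200 genes of similar mean expression. Members at 0 in every cell were left out of a list. The lists were markers of Cck/Sncg, Pvalb, Sst, Vip and Lamp5 interneurons, genes of the medial and caudal ganglionic eminences, GABAergic and glutamatergic neuron genes, genes of astrocytes, the oligodendrocyte lineage, microglia and endothelial cells, neuroligins, other neurexin-binding partners, Khdrbs splicing regulators, presynaptic release genes, fast-spiking channel genes, neuropeptide genes, immediate early genes, mitochondrially encoded genes and haemoglobin genes.

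Genes were named by a rule: every gene the paper names for these cells or as a marker or neurexin partner; for each type, the 8 genes with the largest difference of mean log2(TPM + 1) to the higher of the other 2 types, among genes above 0 in all 5 cells with a mean of at least 10 TPM and, for VGT3+ cells, also higher in batch G709 alone; and up to 4 members of each list, by mean TPM. The second part had 1062 candidates in VGT3+, 3121 in Pv+ and 2291 in Sst+ cells. Calca, Eef1a1, Tuba1a, mt-Co2, Tyrobp, Ctss, Ccl3 and Ccl4 fall outside the rule and were chosen after their values were seen. The paper's figure of the neurexin levels had been seen as well. Some genes that meet the rule are not reported here, nor are the results that need them.

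No animal or culture is named for the cells, so each type counted as 1 sample. No test, p-value or standard error was computed from cells, and SDs give the spread between cells. The random lists describe these libraries only. Depth, as reads counted on genes, was estimated from TPM and gene lengths in GENCODE M21, which holds 97.3% of the listed genes. The estimate was added after the values were seen, and 71.7 to 76.1% of values under 50 estimated reads lay within 0.01 of a whole number. Limits for values of 0 are the level of 3 reads and cover counting error only. The ranking of lists and the differences were tested on simulated data with known changes: median differences of 1.08, 2.06 and 3.10 were recovered in the simulated VGT3+ cells where 1, 2 and 3 had been set. Of the simulated lists without a change, 91.0% in VGT3+, 95% in Pv+ and 97% in Sst+ cells lay between the 2.5th and 97.5th percentiles, where 95% were expected. The simulated genes were the 6182 with a mean of at least 10 TPM, varied independently of each other and had no batch. In the data, members of some lists varied together, with a median r of 0.499 for microglia and 0.573 for mitochondrially encoded genes. These shares therefore do not carry over to such lists, or to genes of low level.

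The alternatives were batch G709 alone, leaving out each cell in turn, TPM rescaled without mitochondrially encoded genes and the 10 genes of highest mean, division by median-of-ratios size factors, medians in place of means, differences of mean logs in place of the log ratio of means, a pseudocount of 0.1, no filter or a minimum mean of 10 TPM for the correlations, Spearman's correlation, list members of at least 1 TPM, and detection at 1 or 10 TPM. A correlation over genes above 0 in all 15 cells, and lists without Slc17a8, Pvalb and Sst, were added after the values were seen.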

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

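All tests of explanations reported here were chosen after the results they address had been seen. Cells far from the others of their type were found by dividing the gap to the nearest cell by the range over the 5 cells. Neurexin values were taken as TPM and the other named genes as log2(TPM + 1). This choice of scale can decide whether a group passes. For independent values from a normal distribution, chance alone places about 1 in 20 groups past the limit used. Of 6 groups of neurexin values 1 passed it, of 9 groups of library measures 1, and of 104 groups of named genes, each tested only in the type of its highest mean log2 value, 20. The last count holds 3 groups of genes chosen after their values were seen and 8 with 1 cell above 0, for which the ratio is fixed at 1, so chance does not apply to these. Of the 88 groups of genes named by the rule with at least 2 cells above 0, 9 passed, against 4.4 at a rate of 1 in 20. Some of these groups hold values of 0 and some genes vary together, so 4.4 is only a rough guide to chance.

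Genes of microglia, which the paper does not discuss, were well above 0 in these neuron libraries: the mean of C1qb was 2146 TPM in VGT3+ cells, and Tyrobp and Ctss reached 13826 and 5694 TPM in VGT3+ cell 1. An origin confined to 1 library batch is argued against. The median summed TPM of the 7 microglia genes was 1133 in batch G709 and 1857 in batch G556, and 11 of the 12 cells of batch G709 held at least 10 TPM. These values cannot decide on a source in the handling of both batches. RNA from microglia, which live beside the neurons in slice cultures, is a candidate explanation. The members of the list varied together over the cells within types (median r 0.499 between members), above all random lists (percentile 100), as did the mitochondrially encoded genes, while the astrocyte and haemoglobin lists reached the 99.99th and 99.4th percentiles. The design gives no biological explanation that was tested.

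Ccl8, a chemokine gene outside those the paper discusses, had a mean of 4089.5 TPM in Sst+ cells, with 10514, 0.218, 5054, 1482 and 3397 TPM in cells 1 to 5, and at most 0.655 TPM in any other cell. RNA from microglia is argued against in Sst+ cells 1 and 3, where the summed TPM of 9 abundant microglia genes was at most 41.2 and that of the 7 genes of the microglia list 0.113 and 287. The sums do not argue against it in cells 4 and 5, where the 9 genes reached 5081 and 1771. However, the 8 Pv+ and VGT3+ cells with the most of these genes (4666 to 24675 TPM) had at most 0.655 TPM of Ccl8. This argues against microglia like those of the 8 cells as the source in Sst+ cells 3, 4 and 5. Microglia that differ between cultures stay open there, since the Sst+ cells came from another mouse line, and so from other cultures, than the 8 cells. RNA from macrophages is argued against in cells 1, 3, 4 and 5, where 7 macrophage genes summed to at most 0.0335 TPM. An 8th, Lyz2, which microglia express as well, was at 128 TPM in cell 4, but VGT3+ cell 1 held 2758 TPM of it with Ccl8 at 0. RNA from astrocytes is argued against in cells 3 and 4, where 7 astrocyte genes summed to at most 57.9 TPM, but not in cells 1 and 5, at 1625 and 602 TPM. VGT3+ cell 3 held 536 TPM of these genes with Ccl8 at 0, but this is 1 cell. Reads shared with other genes are argued against as well, since 0% of its 462 windows of 50 bases occur in another gene's transcripts. So astrocytes stay open as a source in cells 1 and 5. Microglia stay open in cells 3, 4 and 5 only if they differed from those of the Pv+ and VGT3+ cells. By these sums alone, macrophages and astrocytes are argued against in cell 3, with its 5054 TPM. Expression by the Sst+ neurons, and RNA from cell types without a test here, stay open, and no biological explanation was tested.

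Other cells far from the rest of their type are given as values, with the gap over range in parentheses. For genes other than Nrxn2 this ratio was taken on log2(TPM + 1), not on the TPM printed. The number of genes above 0 was 10191 in Sst+ cell 4, against 7226 to 8081 in the other Sst+ cells (0.712). Nrxn2 was at 17.2 TPM in Sst+ cell 1 (0.748). In VGT3+ cell 1, Neurod6 was at 67.9 TPM (0.898), Ccl3 at 8261 TPM (0.989) and Ccl4 at 13510.1 TPM (0.967), which gives Ccl4, not discussed by the paper, a VGT3+ mean of 2702 TPM. Fos was at 37.6 TPM in VGT3+ cell 2 (0.868), Lrrtm1 at 0 in VGT3+ cell 3 (0.793) and Nr2f2 at 0.389 TPM in VGT3+ cell 4 (0.713). In Pv+ cell 3, C1qb was at 1443 TPM (0.772) and Tyrobp at 12266 TPM (0.859), and in Pv+ cell 1 Pygm was at 8.02 TPM (0.744). In Sst+ cell 2, Ccl8 was at 0.218 TPM (0.784) and Maf at 14.8 TPM (0.827), and in Sst+ cell 4 Adcy2 was at 159 TPM (0.814). In the type tested for each gene, 8 genes had 1 cell above 0 and the other 4 at 0, a gap over range of 1: Vip in VGT3+ cell 1 (0.546 TPM), Khdrbs2 in VGT3+ cell 3 (0.678 TPM), Lamp5 in Pv+ cell 3 (5.51 TPM), Crh in Pv+ cell 1 (81.0 TPM), Nrgn in Sst+ cell 1 (115 TPM), Meis2 in Sst+ cell 2 (7.85 TPM), and Hba-a2 (47.2 TPM) and Hbb-bt (1.47 TPM) in Sst+ cell 3.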

How the results depend on the processing

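The correlation over genes above 0 in all cells and the lists without the genes that defined the cells were chosen after the values were seen, and the other alternatives were set before the data were examined. Levels of Nrxn2 and Nrxn3 stayed within the SD over cells in 30 of 30 values without 1 cell. This was fixed in advance, since leaving out 1 of 5 cells cannot move a mean by as much as the SD. The levels also stayed within it in 23 of 24 other values. Among these, batch G709 alone leaves the Pv+ and Sst+ levels unchanged, as it holds all those cells. Rescaling without mitochondrial and top 10 genes moved Nrxn3 in Pv+ cells to 145.6 TPM. Their ratios kept their sign in 40 of 40 values without 1 cell and in 19 of 20 others. With size factors, the log2 ratio of VGT3+ over Pv+ cells was -0.083 for Nrxn2, in place of 0.29, and 0.69 for Nrxn3, in place of 1.11. Size factors divide out the general shift between these types, a median log2 difference of 0.39, which is larger than the unscaled ratio of Nrxn2. All 45 correlations without 1 cell stayed within the SD over pairs, as did 24 of 48 others. Among these others, batch G709 alone leaves the values within Pv+, within Sst+ and between Pv+ and Sst+ cells unchanged. In the order VGT3+, Pv+, Sst+, the median r within a type was 0.458, 0.636 and 0.479 with a pseudocount of 0.1, 0.571, 0.741 and 0.595 with no filter, 0.435, 0.610 and 0.465 by Spearman, and 0.772, 0.909 and 0.788 over genes above 0 in all cells. With a mean TPM of at least 10 it was 0.439 in VGT3+ and 0.483 in Sst+ cells. In the order VGT3+ to Pv+ and Pv+ to Sst+, it was 0.463 and 0.479 with a pseudocount of 0.1, 0.613 and 0.604 with no filter, 0.463 and 0.489 with a mean TPM of at least 10, and 0.773 and 0.787 over genes above 0 in all cells, where VGT3+ to Sst+ was 0.751. By Spearman, Pv+ to Sst+ was 0.460. Pv+ cells had the highest value within a type in each. Gene lists stayed within their SD in 578 of 585 values without 1 cell and in 181 of 201 others, and none of the 16 list medians of at least 1 log2 unit changed sign. Without the genes that defined the cells, the Sst markers had a median of 2.44 in Sst+ cells. A pseudocount of 0.1 gave VGT3+ medians of 5.35 (Cck/Sncg markers), -4.88 (Pvalb markers), -0.58 (Lamp5 markers), -4.40 (medial ganglionic eminence), 6.76 (caudal ganglionic eminence), -1.25 (oligodendrocyte lineage) and -0.17 (endothelial cells). It gave 7.12 for Pvalb markers and 3.199 for fast-spiking channel genes in Pv+ cells, and 5.81 for Sst markers and -2.58 for GABAergic neuron genes in Sst+ cells. Batch G709 alone gave VGT3+ medians of 2.31 (Cck/Sncg markers), 2.79 (caudal ganglionic eminence), -0.60 (glutamatergic neuron genes) and 0.37 (fast-spiking channel genes). Members of at least 1 TPM gave -0.64 (Vip markers), 0.68 (Lamp5 markers), -0.36 (glutamatergic neuron genes) and -1.64 (immediate early genes). Without 1 cell, VGT3+ medians ran from 3.09 to 5.13 (Cck/Sncg markers), -0.33 to 0.063 (Vip markers), -0.34 to 0 (Lamp5 markers), -0.36 to 0.15 (glutamatergic neuron genes) and -0.56 to 0.15 (presynaptic release genes), and the Pv+ medians from 3.73 to 5.04 (Pvalb markers) and 0.39 to 1.07 (oligodendrocyte lineage). At 10 TPM, the median number of detected genes was 4537, 4506 and 4463 in VGT3+, Pv+ and Sst+ cells. Named genes stayed within the SD in 1556 of 1590 values without 1 cell and in 168 of 212 others. Those with a difference of at least 1 log2 unit changed sign in 3 and in 4 of these. Part of the values within the SD was fixed in advance. The SD is that of the type with the highest mean, and leaving out 1 of its cells cannot move that mean by as much. Batch G709 alone leaves a difference between Pv+ and Sst+ cells unchanged. In batch G709 alone, the difference to the next type was -0.67 for Nlgn1 in Pv+ cells, -0.057 for Krt73 and -1.21 for Ccl4 in VGT3+ cells and -1.19 for Satb1 in Sst+ cells. Without 1 cell it ran from -0.082 to 1.57 for Scn1a in Pv+ cells (lowest without VGT3+ cell 3), -0.060 to 1.34 for Hba-a2 in Sst+ cells (lowest without Sst+ cell 3) and -1.10 to 2.55 for Ccl4 in VGT3+ cells (lowest without VGT3+ cell 1). The causes were not tested. For a value of 0, counting error alone allows up to the level of 3 reads. Transcripts of a cell that were lost before sequencing are not covered by this limit.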

Differences from the paper's values

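The means of Nrxn2 and Nrxn3 in the 3 types of interneurons were set against the bars of Fig. 7B, and none of the 6 differed beyond the SD over cells. Of the alternatives set before the data were examined, only rescaling without mitochondrially encoded genes and the 10 highest genes gave a differing value, in Pv+ cells: 145.6 TPM for Nrxn3, against the paper's about 97 TPM in Fig. 7B, read by eye. Leaving out 1 cell cannot move a mean by as much as the SD over cells. The paper's comparison took cells as replicates, whereas each type counted as 1 sample here.

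The paper places the VGT3+ interneurons near the Sncg and Sst reference clusters in a t-SNE plot of combined data. By r across genes among the 15 cells, VGT3+ cells lay nearer to Pv+ cells (0.532; 0.496 within batch G709) than to Sst+ cells (0.492; 0.467 within batch G709), and Pv+ lay nearer in each alternative setting that changed both values. The pairs share cells, so their SD (0.0669 and 0.0715) holds the spread between VGT3+ cells and does not measure this gap. In each VGT3+ cell the median r to Pv+ cells was above that to Sst+ cells. However, by the same measure Sst+ cells also lay nearer to Pv+ cells (0.539) than to each other (0.531), so r does not argue against the placement. The lists had lower medians for Pvalb markers (-2.90) than for Sst markers (-1.06) in VGT3+ cells. Each median depends on the levels of its own genes in Pv+ and Sst+ cells, so the 2 medians do not rank closeness to these types. The 8 Cck/Sncg markers were higher in VGT3+ cells than the mean of the other types, in the direction of the paper's placement. However, Sncg itself was above 0 only in VGT3+ cells 2 and 3 of batch G556. Within batch G709 Krt73 was not higher either (-0.057), and the median of the markers without Slc17a8 was 1.92. The paper also describes the VGT3+ cells as more scattered than the others, and their median r, 0.510, was the lowest of the 3 types, though within the range of pairs of Sst+ cells. In batch G709 alone the single VGT3+ pair had 0.538, above the Sst+ median of 0.531. VGT3+ cells 3 and 4 had the fewest genes above 0, at 5463 and 6005, and their pairs with VGT3+ cells had r of 0.466 to 0.538. Pairs among VGT3+ cells 1, 2 and 5, with 9092 to 9577 genes, had 0.546 to 0.622. So a low r from scatter cannot be told apart here from one that follows low detection.

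The paper states that genes without any detected TPM were removed, and the deposited table lists 25516 genes at 0 in all 15 cells.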

Other observations

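Calca, Eef1a1, Tuba1a and, from the list of mitochondrially encoded genes, mt-Co2 were chosen after their values were seen, as was the test on mt-Co2. Nlgn1, a neuroligin of excitatory synapses, was at 17.8 ± 11.8 TPM (SD, n = 5 cells) in Pv+ cells and 10.1 ± 12.2 TPM in VGT3+ cells (23.4 within batch G709, above the Pv+ mean), and was close to 0 in the Sst+ cells, with 1 of 5 above 0. Nlgn2, the neuroligin of inhibitory synapses, was at 21.9 ± 13.2 TPM in Sst+ cells, 5.71 ± 5.17 TPM in VGT3+ cells and 2.65 ± 0.988 TPM in Pv+ cells, and every Sst+ cell held more than every Pv+ cell. Nlgn3 was at 45.0 ± 66.4 TPM in VGT3+ cells, from 0 in cell 4 to 159.6 TPM in cell 3 (16.3 without cell 3 and 12.1 within batch G709, both below the Sst+ mean), at 38.5 ± 30.9 TPM in Sst+ cells and at 7.23 ± 6.05 TPM in Pv+ cells. The neuroligin list had a median log2 difference of 1.66 in Sst+ cells (96.5th percentile of random lists; 2.26 within batch G709), and -0.10 in VGT3+ cells (-0.80 within batch G709; -0.56 without VGT3+ cell 2 to 0.35 without VGT3+ cell 1). Igsf21, which encodes an inhibitory synapse organizer that binds neurexins, was at 60.6 ± 41.4 TPM in Sst+ cells, 2.29 ± 3.15 TPM in VGT3+ cells and 0.782 ± 1.75 TPM in Pv+ cells. The 10 measured genes of other neurexin-binding partners had a median of -0.38 in VGT3+ cells (26.8th percentile; -0.55 within batch G709; -0.60 without VGT3+ cell 3). Of the Khdrbs genes, whose proteins regulate neurexin splicing, Khdrbs1 and Khdrbs3 were at 18.1 ± 17.7 and 23.6 ± 26.3 TPM in VGT3+ cells, while Khdrbs2 was at most 0.678 TPM in any cell, and the median of the 3 was 0.15 in VGT3+ cells (79.97th percentile; 0.00 within batch G709; 0.047 without VGT3+ cell 1).

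Cplx2, which encodes complexin 2, a clamp and facilitator of vesicle fusion, was at 208 ± 119 TPM in VGT3+ cells, 54.4 ± 20.8 TPM in Sst+ cells and 6.66 ± 10.2 TPM in Pv+ cells, whereas its relative Cplx1 was at 635 ± 102 TPM in Pv+ cells and 316 ± 226 TPM in VGT3+ cells (514 within batch G709, where the log2 difference of Pv+ cells to the next type was 0.32 in place of 1.66). Syt1, the calcium sensor synaptotagmin 1, was at 594 ± 262 TPM in VGT3+ cells and 204 ± 45.2 TPM in Pv+ cells. Of the 15 presynaptic release genes, 10 were lower in Pv+ cells, with a median of -0.96 (1.26th percentile), while the VGT3+ median was 0.04 (57.6th percentile; 0.36 within batch G709; -0.56 without VGT3+ cell 5). The fast-spiking channel genes had a VGT3+ median of -0.96 (5.68th percentile), which was 0.37 within batch G709 and -1.46 without VGT3+ cell 3. The 8 measured neuropeptide genes had a VGT3+ median of -0.93 (1.45th percentile; -0.93 within batch G709; -0.56 without Sst+ cell 5), which was -0.92 at the 2.90th percentile without Sst, and the 5 measured immediate early genes one of -0.70 (9.02nd percentile; -1.16 within batch G709; -1.161 without VGT3+ cell 1 and -0.24 without Sst+ cell 5). Calca, which encodes calcitonin gene-related peptide, was at 47486 TPM in VGT3+ cell 2, at most 212 TPM in the other VGT3+ cells and up to 3879 TPM in Sst+ cells. Eef1a1, a translation elongation factor, was at 95.3 ± 31.4 TPM in Pv+ cells, against 874 ± 222 TPM in VGT3+ (681 within batch G709) and 762 ± 186 TPM in Sst+ cells, and Tuba1a, an α-tubulin, at 1050.5 ± 247, 6232 ± 2986 and 6644 ± 465 TPM in the same order. Gapdh was at 41.3 ± 15.6, 239 ± 85.2 and 145 ± 48.3 TPM.

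Genes of other cell types were measured in all 3 types, and several of their medians move with single cells. Microglia genes had a median of 0.94 in VGT3+ cells (95.6th percentile; 0.47 within batch G709; from 0.21 without VGT3+ cell 3 to 1.78 without VGT3+ cell 5), 0.82 in Pv+ cells (91.8th percentile; 0.44 without VGT3+ cell 2 to 1.29 without VGT3+ cell 4) and -1.64 in Sst+ cells (0.32nd percentile; -1.24 within batch G709; -0.39 without Sst+ cell 1). Astrocyte genes had one of -0.80 in VGT3+ cells (11.9th percentile; -1.73 within batch G709; -0.16 without Sst+ cell 1 and -1.37 without VGT3+ cell 3) and 1.22 in Sst+ cells (96.96th percentile; 1.65 within batch G709; 0.53 without Sst+ cell 1 and 0.54 without Sst+ cell 5). Oligodendrocyte lineage genes had one of -0.59 in VGT3+ cells (6.97th percentile; -0.40 within batch G709; -0.35 without Pv+ cell 2). Glutamatergic neuron genes, of which 6 of 12 were measured, had a VGT3+ median of -0.05 (51.4th percentile; -0.60 within batch G709; -0.36 without VGT3+ cell 2 to 0.15 without VGT3+ cell 4), and haemoglobin genes a Sst+ median of 1.01 (99.3rd percentile; 0.42 without Sst+ cell 3). Of the 4 endothelial cell genes only Pecam1 was above 0 in any cell, at most 0.0661 TPM.

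Mitochondrially encoded genes had a median of -1.001 in Sst+ cells (0.08th percentile), with all 13 lower, and 1.00 in Pv+ cells (94.6th percentile). The median of the mitochondrially encoded genes in VGT3+ cells was 0.23 (92.5th percentile; 0.57 within batch G709; 0.068 without VGT3+ cell 4 to 0.49 without VGT3+ cell 2), and -0.008 with size factors. mt-Co2 was at 142 ± 44.7, 332 ± 91.5 and 119.6 ± 43.3 TPM in VGT3+, Pv+ and Sst+ cells, while mt-Nd1 was at 40934 ± 16507, 34014 ± 9702 and 23262 ± 4299 TPM. Reads shared with other genes are a candidate explanation for the low mt-Co2, since 100% of its 635 windows of 50 bases, and 0% of the 908 of mt-Nd1, occur in transcripts of other genes, and reads that fit several genes are commonly left uncounted. For mt-Co2 and 4 more of the 13 genes, 98.0 to 100% of windows were shared, and their mean over the 15 cells was 4.99 to 198 TPM. Of the other 8, with 0 to 62.2% shared, 7 had means of 3128 to 38768 TPM and mt-Atp8, with 0% shared, 12.6 TPM. The levels of the 5 genes are therefore not read as amounts of transcript. Every cell of 1 type was higher than every other cell for 39 genes in VGT3+, 97 in Pv+ and 38 in Sst+ cells, and lower for 34, 118 and 8 genes.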
